# DNMT3.1 controls trade-offs between growth, reproduction, and life span under starved conditions in *Daphnia magna*

**DOI:** 10.1038/s41598-021-86578-4

**Published:** 2021-04-01

**Authors:** Nhan Duc Nguyen, Tomoaki Matsuura, Yasuhiko Kato, Hajime Watanabe

**Keywords:** Genetics, Molecular biology, Zoology

## Abstract

The cladoceran crustacean *Daphnia* has long been a model of energy allocation studies due to its important position in the trophic cascade of freshwater ecosystems. However, the loci for controlling energy allocation between life history traits still remain unknown. Here, we report CRISPR/Cas-mediated target mutagenesis of DNA methyltransferase 3.1 (DNMT3.1) that is upregulated in response to caloric restriction in *Daphnia magna*. The resulting biallelic mutant is viable and did not show any change in growth rate, reproduction, and longevity under nutrient rich conditions. In contrast, under starved conditions, the growth rate of this DNMT3.1 mutant was increased but its reproduction was reciprocally reduced compared to the wild type when the growth and reproduction activities competed during a period from instar 4 to 8. The life span of this mutant was significantly shorter than that of the wild type. We also compared transcriptomes between DNMT3.1 mutant and wild type under nutrient-rich and starved conditions. Consistent with the DNMT3.1 mutant phenotypes, the starved condition led to changes in the transcriptomes of the mutant including differential expression of vitellogenin genes. In addition, we found upregulation of the *I am not dead yet* (*INDY*) ortholog, which has been known to shorten the life span in *Drosophila*, explaining the shorter life span of the DNMT3.1 mutant. These results establish DNMT3.1 as a key regulator for life span and energy allocation between growth and reproduction during caloric restriction. Our findings reveal how energy allocation is implemented by selective expression of a DNMT3 ortholog that is widely distributed among animals. We also infer a previously unidentified adaptation of *Daphnia* that invests more energy for reproduction than growth under starved conditions.

## Introduction

A life history trait is a major factor in determining Darwinian fitness^1–4^. Major life history traits are growth trajectories (size from the time of birth through life), age and size at maturity, age- and size-specific mortality patterns, age- and size-specific fecundity patterns^5^. Those traits are known to be negatively related to each other and these antagonistic relationships are called trade-offs^5–13^. Evolutionary ecologists have studied how an organism allocates the limited energy resources among competing traits^5, 8, 9, 14–16^. Based on energy utilization at an individual level, a theory called the Dynamic Energy budget, which can predict population dynamics, has been proposed^17^. In addition to those studies at the individual and population levels, genes affecting life history traits have been investigated in model organisms including *Drosophila melanogaster*, which led to the identification of genetic factors controlling lifespan and fecundity such as Insulin-like receptor^18, 19^, Forkhead box O (Foxo)^20^, and I am not dead yet (Indy)^21^.

The cladoceran crustacean *Daphnia magna* has long been used for studies of energy allocation. It occupies an important position in the trophic network of freshwater ecosystems, linking producers and secondary consumers. It can be easily propagated as a clone individual with a short life cycle by parthenogenetic reproduction. In addition, it can be easily manipulated both in a field and laboratory. Energy allocation of *Daphnia* fed with various amounts of algae has been investigated in order to develop a model of the interaction between the algae and *D. magna* populations^22–25^. Under caloric restriction conditions, daphnids use less energy for growth and reproduction and more for maintenance (respiration and carapace formation)^25^. Recently the *D. magna* genome has been sequenced^26, 27^ and Crispr/Cas-based genome editing technology has been established to introduce indel mutations at the targeted locus^28, 29^. However, these genetic tools have not yet been used to analyze genes involved in energy allocation.

DNA (cytosine-5) methyltransferases (DNMT; EC 2.1.1.37) are the enzymes that catalyze the DNA methylation and generate 5-methylcytosines (5mCs) to regulate gene expression^30^. There are at least 3 functional orthologs, DNMT1, DNMT3A, and DNMT3B. DNMT1 maintains DNA methylation patterns after DNA replication, while DNMT3A and DNMT3B establish new methylation by using unmethylated DNA as their templates^30^. De novo methylation by the DNMT3 family is necessary for spatio-temporal gene expression guiding cell differentiation and organogenesis in mouse embryos^31, 32^. It is also required for phenotypic changes in response to environmental stimuli^33–35^. In mice, homozygous mutants of *DNMT3A* resulted in multiple organ defects and lethality several weeks after birth^36^. Disruption of *DNMT3B* led to embryonic lethality^36^. DNMT3 orthologs harboring the mammalian DNMT3A/B-like domain structure are widely distributed in the animal kingdom^37^. In contrast to vertebrate genomes in which more than 80% of CpG dinucleotides are methylated, invertebrate genomes are sparsely methylated^38, 39^. Functional analyses of DNMT3 have been performed only in two social insects by RNA interference^33, 40, 41^, but both knockdown experiments did not lead to embryonic lethal phenotypes. However, in the honeybee (*Apis mellifera*), silencing of DNMT3 altered the developmental fate of workers-destined larvae towards queen-like traits^33^.

*D. magna* has the two DNMT3 orthologs^42^, DapmaDNMT3a.1 (*Dapma7bEVm011900t1*) and DapmaDNMT3a.2 (*Dapma7bEVm006722t1*). DapmaDNMT3a.1 lacks the PWWP domain and DapmaDNMT3a.2 has the diverged methyltransferase (MTase) domain^43^. Because both of the domains are essential for DNMT3A function, we had renamed DapmaDNMT3a.2 and DapmaDNMT3a.1 as DNMT3.1 and DNMT3.2^43^, respectively. Previously, we had found upregulation of DNMT3.1 expression in response to starvation^43^, suggesting that *DNMT3.1* may play an important role under caloric restriction*.* To further investigate the functions of DNMT3.1 under this condition, we silenced DNMT3.1 by CRISPR/Cas-mediated mutagenesis. Phenotypic analyses of this biallelic mutant demonstrated that DNMT3.1 controls life span and the trade-off between reproduction and growth only when reproduction and growth compete.

## Results

### CRISPR/Cas-mediated mutagenesis of *DNMT3.1*

To investigate the functions of *DNMT3.1* in *D. manga*, we attempted to mutate this gene using the CRISPR/Cas system. As with the DNMT3L in mammals, DNMT3.1 lacks five out of six characteristic motifs of the MTase domain in catalytically active DNMT3 proteins except motif VI (Fig. 1a)^43^. gRNA was designed to bind upstream of the motif VI because the diverged MTase domain of DNMT3.1 may interact with another *D. manga* DNMT3 ortholog DNMT3.2 harboring all of the six motifs for de novo methylation as well as the interaction between DNMT3L and DNMT3A in mammals^44^. In addition, truncation of the C-terminus of DNMT3A/B led to a significant decrease of their protein levels in human embryonic stem cells^45^. Between this gRNA and the other *D. magna DNMT* genes, there are more than 6 base pair mismatches (Supplementary Fig. S2). This specificity of the gRNA to *DNMT3.1* could avoid off-target effects to the other *DNMT* genes because the DNA region with up to five base pair mismatches with gRNA is susceptible to editing by Cas9/gRNA complex^46, 47^. We injected Cas9 ribonucleoproteins (RNPs) comprising the purified Cas9 proteins and targeting gRNA into 48 parthenogenetic female eggs, of which 15 survived until the adult stage. G2 progenies of these potential founder lines were used for genotyping. We cloned and sequenced genomic PCR products encompassing the gRNA-targeted site to find mutant lines. Of the 15, we found one founder animal that produced offspring harboring biallelic indel mutations around the targeted site (Fig. 1b). The biallelic indel mutations of this line led to frameshifts, resulting in premature STOP codons occurring in both alleles (Fig. 1b). We named this mutant line *DNMT3.1*^*−/−*^ and used it for phenotyping and transcriptional analysis.

**Figure 1:**
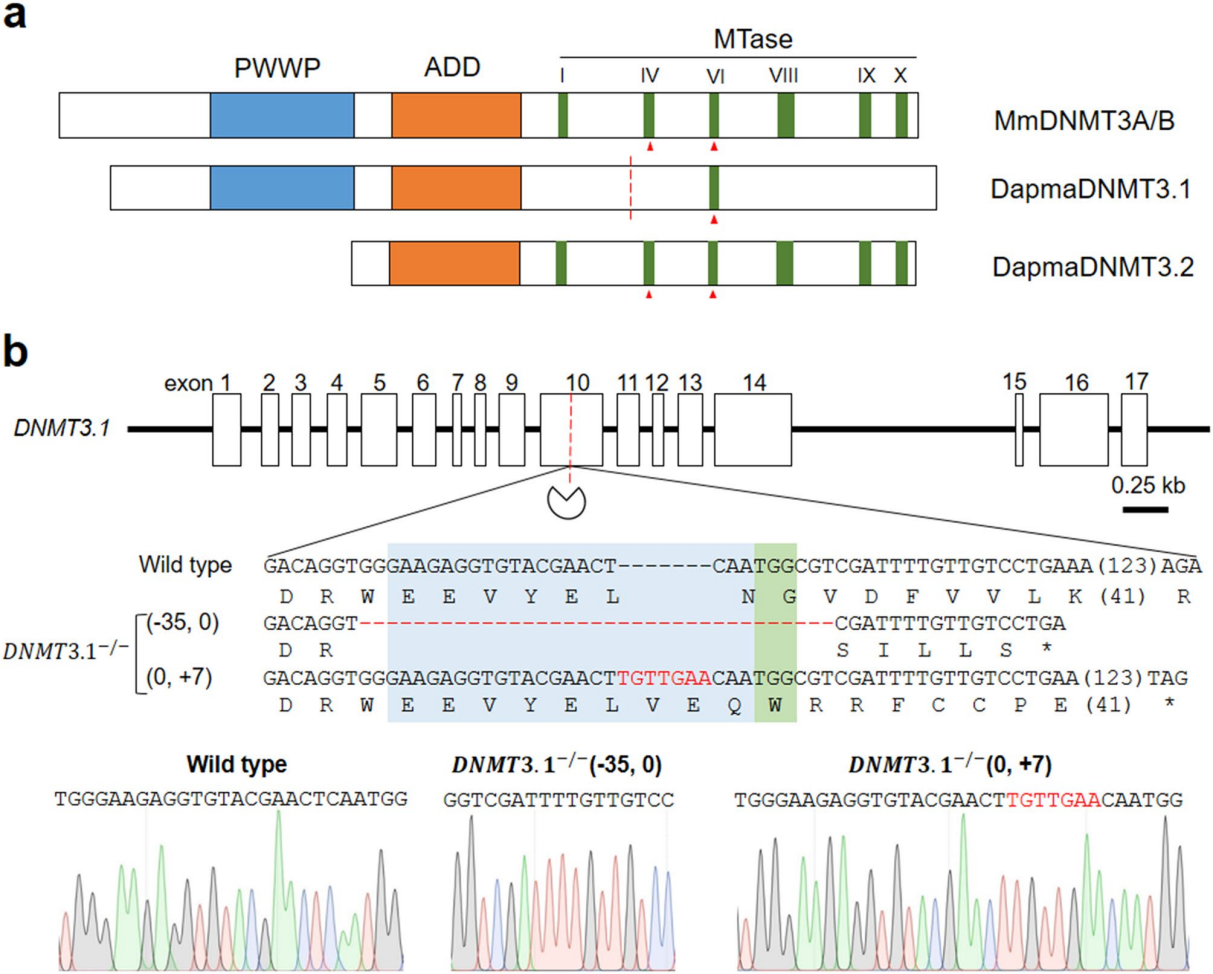
CRISPR/Cas-mediated mutagenesis of *DNMT3.1* (**a**) Schematic diagrams of domain structures of DapmaDNMT3.1 and DNM3A/B of mouse (Mm = *Mus musculus*). Red triangles indicate the active sites of catalysis. The red dashed line indicates a targeted disrupting site by CRISPR/Cas system (pie icon). (**b**) Genomic sequence of the *DapmaDNMT3.1* mutant around the gRNA-targeted site. The exons and introns of the *DapmaDNMT3.1* (*DNMT3.1*) were illustrated in white boxes and black lines, respectively. In the alignment, the top line represents the wild type *DNMT3.1* nucleotide sequence, and the deduced amino acid sequence is shown under the DNA sequence. Subsequent lines show sequences of mutant alleles followed by deduced amino acid sequences. The asterisk represents a premature STOP codon. The length (base pairs) of an abbreviated sequence and amino acid sequence are shown in parentheses among the sequences. The length (base pairs) of each indel mutation is written in the left of each sequence (−, deletions; + , insertion). The gRNA recognition and protospacer adjacent motif (PAM) sequences are in blue and green boxes, respectively. Red hyphens and letters indicate the identified mutations. Sanger Sequencing chromatograms of DNA from wild type and the biallelic mutant of *DNMT3.1* were shown below the alignment.

### DNMT3.1 mutation does not change growth and fecundity under nutrient rich conditions

We investigated the phenotypes of the mutant line under nutrient rich conditions (5.12 × 10^7^ *Chlorella* cells/daphnid). We cultured the wild type and *DNMT3.1*^*−/−*^ for 14 days and divided this culturing period into two phases, (1) growth phase (0–4 day) and (2) growth and reproduction phase (4–14 day) where growth and reproduction compete for energy from the food. The growth rate was measured in each phase and the number of offspring was counted in each clutch. In the growth phase, the growth rate of *DNMT3.1*^*−/−*^ was similar to that of wild type (*P* = 0.14) (Fig. 2a and Table 1). In the growth and reproduction phase, there was also no significant difference in the growth rate (*P* = 0.2) in addition to the number of offspring at each clutch or their cumulative clutch size (*P* = 0.7) between wild type and mutant lines (Fig. 2b, c and Table 1).

**Figure 2:**
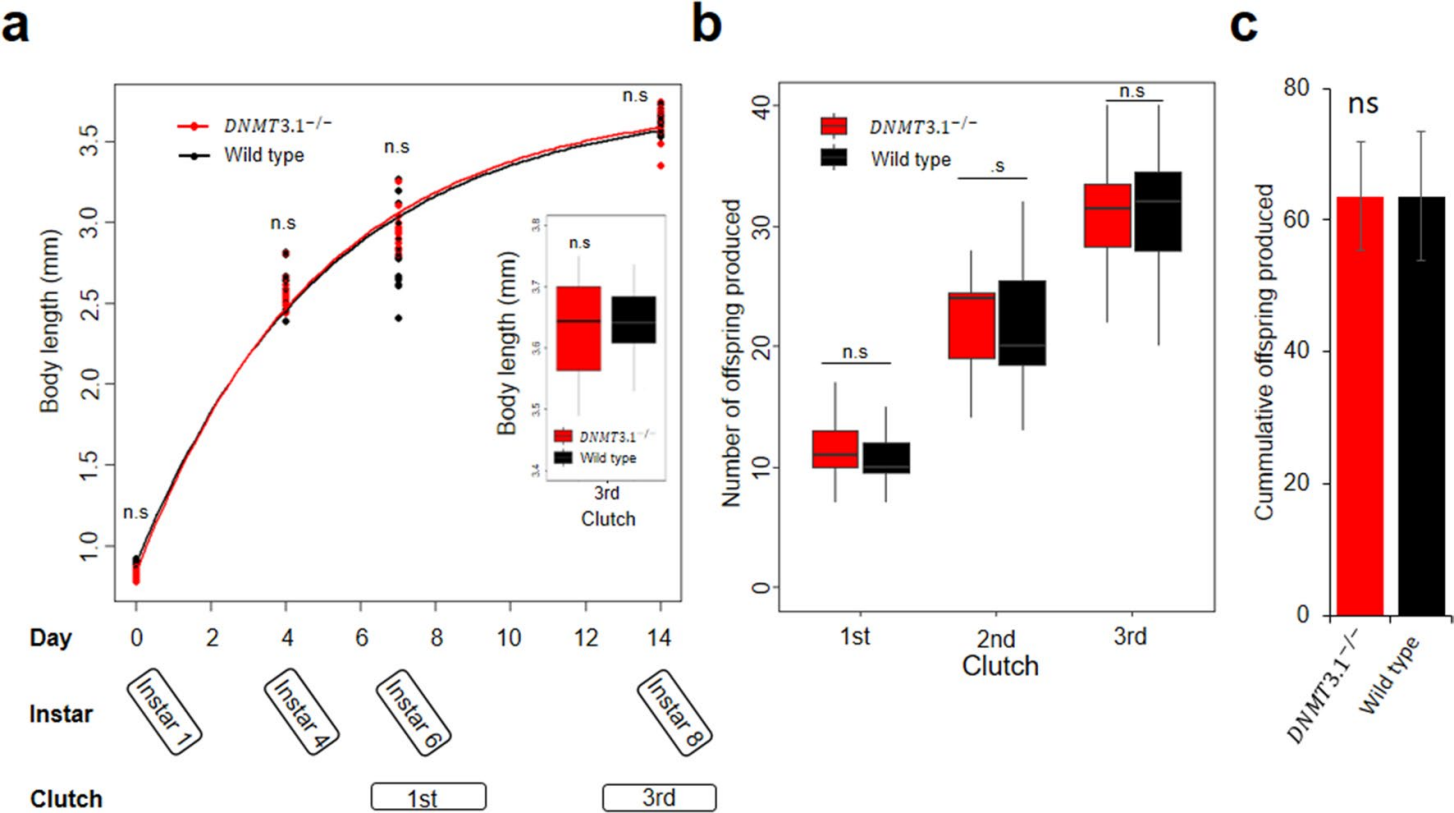
Life-history traits of wild type and *DNMT3.1*^*−/−*^ under nutrient rich conditions. (**a**) Body length measurements and fitted von Bertalanffy growth for 15 *D. magna* individuals of *DNMT3.1*^*−/−*^ and wild type. Red and black lines correspond to fitted curved for *DNMT3.1*^*−/−*^ and wild type, respectively, and boxplot of their body lengths at 3^rd^ clutch stage. (**b**) Boxplot of the 15 *D. magna*’s clutch sizes cultured individually in nutrient rich conditions. All boxplot whiskers extend to the highest and lowest values, and the boxes extended from quartile 1 to quartile 3, with the middle line showing the median. n.s. denote no significant differences by pairwise *t*-test. (**c**) Bar graph of the cumulative offspring produced from the 15 individuals at 3rd clutch. Error bars indicate the standard deviation of the mean. n.s. denote no significant difference by unpaired *t-*test.

**Table 1:** Growth rate and clutch size of *D. magna* under nutrient rich and starved condition.

Condition	Age (day)	Instar	Phase	Growth rate		Clutch		
				Wild type	*DNMT3.1*^*−/−*^		Wild type	*DNMT3.1*^*−/−*^
Nutrient rich	0–4	1–4	Growth	0.281 ± 0.009	0.283 ± 0.007		nr	nr
	4–14	4–8	Growth + Reproduction	0.033 ± 0.005	0.035 ± 0.004	1st	10.9 ± 2.3	11.4 ± 2.9
						2nd	21.6 ± 5.5	22.3 ± 3.9
						3rd	31.1 ± 5.5	31.9 ± 5.7
Starved	0–4	1–4	Growth	0.263 ± 0.011	0.255 ± 0.02		nr	nr
	4–14	4–8	Growth + Reproduction	0.051 ± 0.01	0.082 ± 0.012***	1st	11.2 ± 1.2	10.3 ± 1.7
						2nd	13.3 ± 1.9	9.2 ± 2.6***
						3rd	8.55 ± 2.7	3.2 ± 1.7***
	14–22	8–10	Reproduction	0.007 ± 0.004	0.008 ± 0.005	4th	4.7 ± 1.5	3.85 ± 1.8
						5th	8.65 ± 2.6	8.35 ± 2.2

Values are mean ± SD; n = 15 in the nutrient rich and n = 20 in the starved. nr: not related. Significant differences between wild type versus *DNMT3.1*^*−/−*^, were indicated by asterisks via pairwise *t*-test; ***P < 0.001.

### DNMT3.1 controls trade-off between growth and fecundity under starved conditions

Because we previously had found upregulation of *DNMT3.1* expression in response to caloric restriction^43^, we compared phenotypes between wild type and *DNMT3.1*^*−/−*^ mutant under starved conditions where the number of *Chlorella* was reduced eightfold compared to that in nutrient rich conditions. We first examined the effects of starvation on growth rate and reproduction in wild type daphnids. In the growth phase, the growth rate was reduced compared to nutrient rich condition (*P* = 7.575e−06) (Supplementary Fig. S3a). In the growth and reproduction phase, the growth rate of starved daphnids was higher than that of well-fed daphnids (*P* = 1.167e−07). The starved daphnids produced a smaller number of eggs since the second clutch (Supplementary Fig. S3b, c). This reduction of the food did not lead to a significant difference in the timing of molting between nutrient rich and starved conditions.

We next investigated phenotypes of *DNMT3.1*^*−/−*^ mutants. There was no difference in growth (*P* = 0.12) between the wild type and the mutant in the growth phase (Fig. 3a and Table 1). However, in the growth and reproduction phase, the growth rate of mutant daphnids (0.082 mm/day) was higher than that of wild type (0.051 mm/day) (*P* = 2.5E−10) (Fig. 3a and Table 1). In contrast, mutants produced a smaller number of offspring at the second and third clutches compared to the wild type (*P* = 1.6E−06 and 8.7E−09, respectively) (Fig. 3b and Table 1). These phenotypic differences in this phase motivated us to extend observation until 22 days-old for investigations of the phenotypes. We named this third period the reproduction phase because the growth rate in this phase becomes much lower than that in the earlier two phases. In the reproduction phase, we observed no differences in growth rate and clutch size between wild types and mutants (Fig. 3 and Table 1). The timing of molting did not differ between wild type and *DNMT3.1*^*−/−*^ mutants.

**Figure 3:**
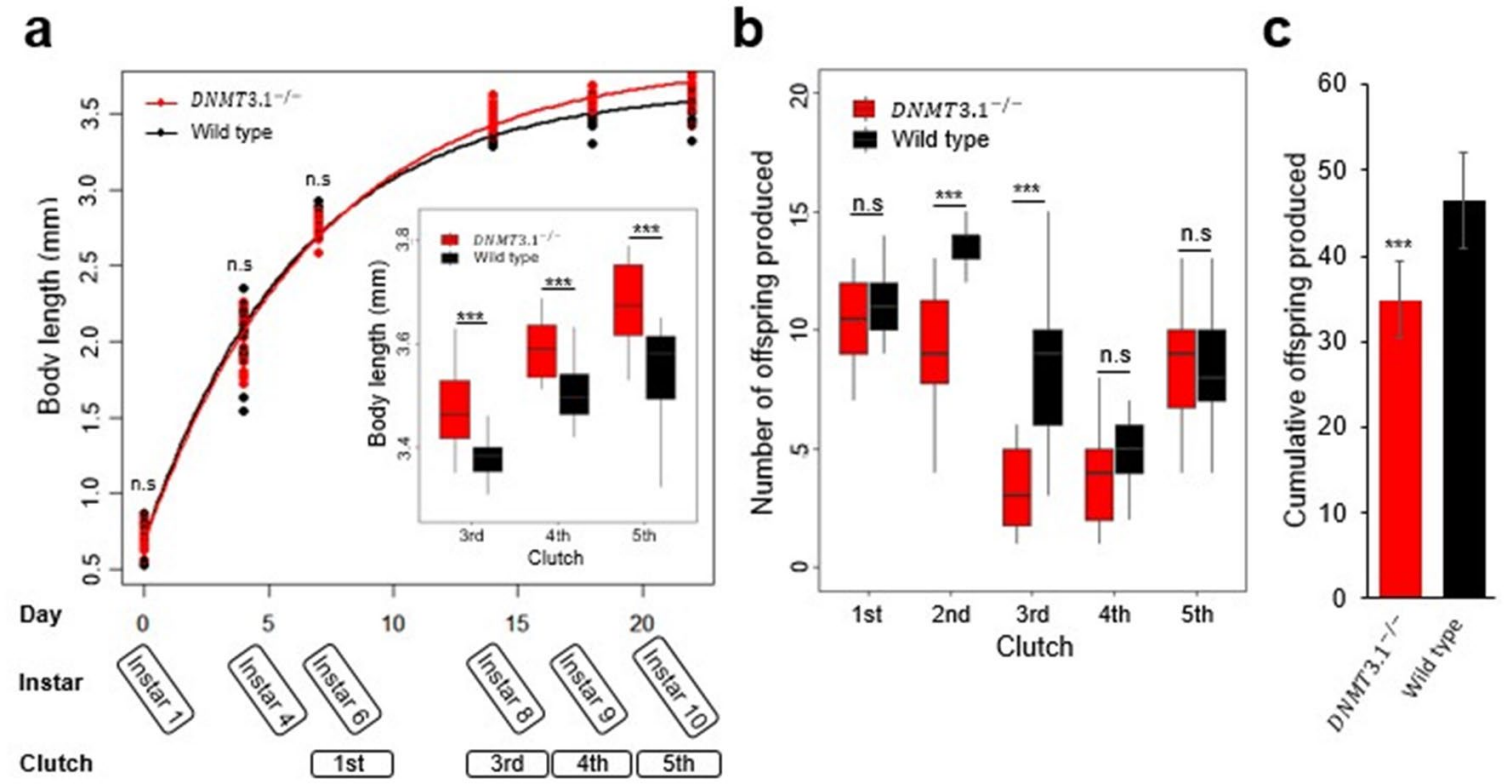
Life-history traits of wild type and *DNMT3.1*^*−/−*^ under starved condition (**a**) Body length measurements and fitted von Bertalanffy growth for 20 *D. magna* individuals of wild type and *DNMT3.1*^*−/−*^. Red and black lines correspond to fitted curves for *DNMT3.1*^*−/−*^ and wild type, respectively, and boxplot of their body lengths from 3rd to 5th clutch stages. (**b**) Boxplot of the 20 *D. magna*’s clutch sizes cultured individually in starved condition. All boxplot whiskers extend to the highest and lowest values, and the boxes extended from quartile 1 to quartile 3, with the middle line showing the median. Asterisks denote significant differences by pairwise *t*-test; n.s., not significant; ***P < 0.001. (**c**) Bar graph of the cumulative offspring produced from the 20 individuals at 5th clutch. Error bars indicate the standard deviation of the mean. Asterisks denote significant differences by unpaired *t*-test; ***P < 0.001.

### DNMT3.1 mutation reduces life span under starved conditions

We compared the life span of the DNMT3.1 mutant to that of the wild-type. In the nutrient-rich condition, wild type and *DNMT3.1*^*−/−*^ lines showed similar longevity (log-rank *p* = 0.9), with a median lifespan of 54 and 56 days, respectively (Fig. 4). In the starved condition, a decreased trend in the lifespan of the *DNMT3.1*^*−/−*^ line was observed (log-rank *p* = 0.0136) with a median lifespan of 50 days compared to 61 days of the wild type line (Fig. 4).

**Figure 4:**
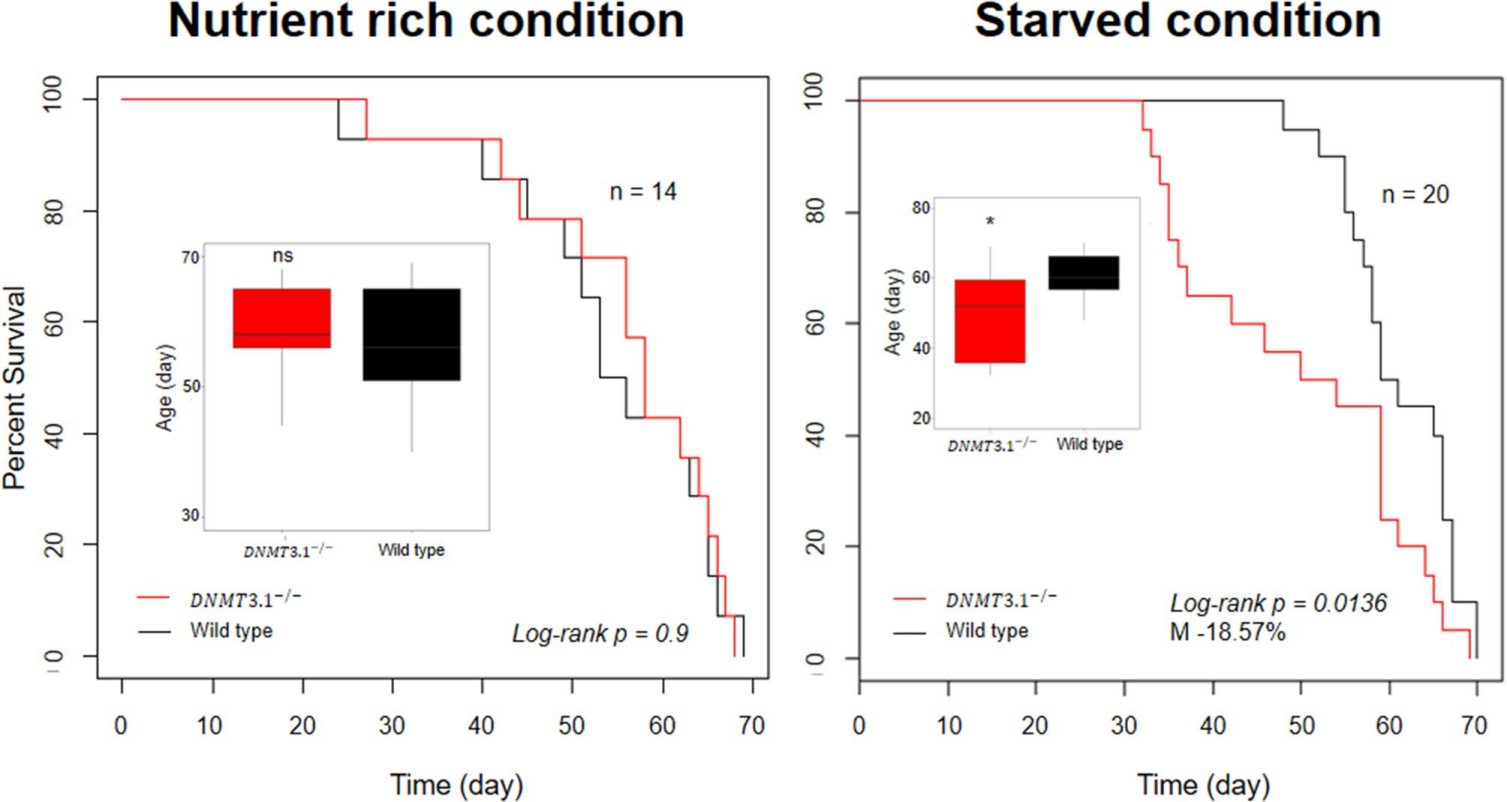
Life-span of wild type and *DNMT3.1*^*−/−*^ under nutrient rich and starved conditions. Kaplan–Meier survival curves of wild type and *DNMT3.1*^*−/−*^, and boxplot of their ages. M indicates a decrease of the median lifespan of *DNMT3.1*^*−/−*^*.* The *p* value was determined using the log-rank test. Asterisk denotes significant differences by pairwise *t*-test; n.s., not significant; *P < 0.05.

### DNMT3.1 mutation alters transcriptome under starved conditions

We examined whether the other DNMT genes compensate for the DNMT3.1 mutation in this phase or not. Expression of DNMT1, DNMT3.1, and DNMT3.2 was compared by RT-qPCR between wild type and *DNMT3.1*^*−/−*^ either under nutrient rich or starved conditions. The result showed no interaction between DNMT3.1 and any of the other two DNMT genes (Supplementary Table S1). Upregulation of *DNMT3.1* expression in response to the starved condition was also confirmed both in wild type and *DNMT3.1*^*−/−*^ (Supplementary Fig. S1).

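RNA from whole bodies of female Daphnia magna was sequenced in 3 groups of 3 libraries, from starved wild-type daphnids, starved DNMT3.1 mutants and DNMT3.1 mutants in the nutrient-rich condition. DNMT3.1 (Dapma7bEVm006722t1), which encodes a member of the DNA methyltransferase 3 family that lacks most motifs of the catalytic domain, was counted in every library. Its level was 85.2, 111 and 79.2 CPM (counts scaled to library size by TMM) in starved wild-type replicates 1 to 3. Starved mutant replicates 1 to 3 had 87.6, 40.0 and 61.7, and nutrient-rich mutant replicates 1 to 3 had 10.8, 4.40 and 9.69. In the mutant it was higher when starved, with a log2 fold change of 2.91 (standard error 0.38, edgeR adjusted p = 0.000906), and each starved library lay above each nutrient-rich one. Between the starved mutant and the starved wild type it had a log2 fold change of -0.54 (standard error 0.35, edgeR adjusted p = 0.464) and the groups overlapped, so it was not called. The mutation is a frameshift with a premature stop codon, so its transcript can still be counted and its level does not show from which line a library came. DNMT1 (Dapma7bEVm005001t1), the homolog of the methyltransferase that copies methylation onto new DNA strands, had 10.9 ± 2.67 CPM (SD over 3 libraries) in the starved wild type, 23.3 ± 7.32 in the starved mutant and 20.0 ± 5.52 in the nutrient-rich mutant. Its log2 fold change of 1.1 (standard error 0.30, edgeR adjusted p = 0.0623) between the starved groups was not called. Each of the 3 mutant libraries lay above each of the 3 wild-type libraries. Such a separation, in either direction, was found in 41.2% of all tested features, so it says little about this gene. DNMT3.2 (Dapma7bEVm011900t1), the other DNMT3 gene, was low throughout, with 2.22 ± 0.228 CPM in the starved wild type, 1.48 ± 0.599 in the starved mutant and 2.32 ± 0.730 in the nutrient-rich mutant. Between the starved groups it had a log2 fold change of -0.59 (standard error 0.38, edgeR adjusted p = 0.473). Of the 3 DNMT genes, 0 were called by edgeR between the starved groups (1 at an unadjusted p under 0.05, 1 by DESeq2 and 2 by limma-voom). DNMT1 was called in 7 of its 19 alternatives (adjusted p 0.00162 to 0.240 over all 19). These were the 6 starved libraries alone, DESeq2, limma-voom, library totals as scaling, every feature with at least 1 count, and the data without starved mutant replicate 1 or nutrient-rich mutant replicate 2. DNMT3.2 was called by limma-voom alone.

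**Figure D1:**
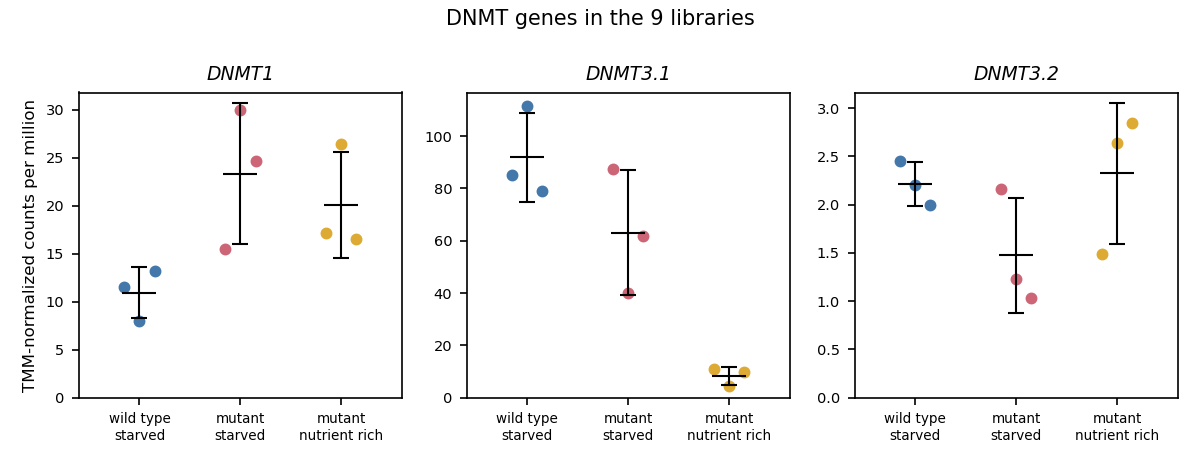
Levels in CPM, scaled by TMM, of DNMT1, DNMT3.1 and DNMT3.2 in each of the 9 libraries (points), with the mean and SD of each group of 3. The nutrient-rich mutant libraries of DNMT3.1 sit between 4.40 and 10.8, below all 6 starved libraries.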

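Each library was made from 5 daphnids that had been cultured individually until they produced the second clutch (day 12). The eggs were removed before RNA extraction, and mRNA was enriched with oligo(dT) beads. Starved daphnids received 6400000 Chlorella cells per day, 8-fold fewer than nutrient-rich daphnids. The treatment was repeated 3 times for the triplicates. Whether the repeats ran on separate days is not given in the sources used here, so p-values measure the spread between these samples. The authors mapped the reads to the D. magna genome in CLC Genomics Workbench and deposited the total gene reads and the RPKM of 47109 gene features. Here the deposited counts were tested with edgeR's quasi-likelihood test, with TMM scaling and 1 fit of all 9 libraries, in 18675 features that passed filterByExpr. A feature was called at the paper's thresholds, an adjusted p under 0.05 and a fold change of at least 1.5. The starved mutant was compared with the starved wild type and with the nutrient-rich mutant. The nutrient-rich wild type, whose libraries belong to another experiment, was not analysed here. Libraries held 9270993 to 10106055 counted reads in the starved wild type, 9613033 to 11806614 in the starved mutant and 10260014 to 10884458 in the nutrient-rich mutant. In simulated data of this size the test called 18% of 2-fold and 86% of 4-fold changes between the starved groups. The changed genes were drawn from those with a mean of at least 5 CPM, and the spread was that of all 9 libraries. These shares therefore do not hold for all tested features. Nutrient-rich mutant replicate 2 stood apart. Its 10 largest features held 19.5% of its reads against 8.60% to 12.9% in the other libraries, and the mitochondrial gene ND1 held 4.45% against 1.13% to 1.64%. Its correlation with replicates 1 and 3 across genes was 0.893 and 0.908 against 0.956 between those. The starved comparison was therefore also run without each nutrient-rich library, an alternative chosen after the data were seen.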

To examine how many genes were affected at mRNA level by the DNMT3.1 mutation, we performed RNA-Seq analysis to find differentially expressed genes (DEGs) between wild type and mutant lines in the second phase, growth and reproduction phase. In nutrient rich and starved conditions, numbers of differentially expressed genes were 220 and 2770 respectively, demonstrating that, in the starved condition, disruption of DNMT3.1 showed a much larger effect on the transcriptome. 

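Between the starved mutant and the starved wild type, 1337 of 18675 tested features were called, 546 higher and 791 lower in the mutant. Among the named genes with the largest rises were cuticular protein 72Eb (Dapma7bEVm015211t1), a component of the exoskeleton, with a log2 fold change of 7.36 (standard error 1.49, edgeR adjusted p = 0.0194). A pair of other genes had 0 counts in the starved wild type. The exosome component RRP4 (Dapma7bEVm005705t1) was at 15.7 ± 2.04 CPM (SD over 3 libraries) in the starved mutant and at least 158-fold higher. F-box only protein 31 (Dapma7bEVm011816t1) was at 8.80 ± 2.03 CPM and at least 88.9-fold higher (against a floor of 3 counts over the group). Against the nutrient-rich mutant F-box only protein 31 had a log2 fold change of -0.50, so its presence was not particular to the starved mutant. RRP4 was not without counts in the nutrient-rich mutant either. Why the starved wild type had 0 counts of both genes was not tested. Dusky-like (Dapma7bEVm010243t1), an apical matrix protein that shapes the cuticle in insects, fell from 67.4 ± 8.91 to 0.603 ± 0.129 CPM with a log2 fold change of -6.79 (standard error 0.74, edgeR adjusted p = 0.00141). A putative low density lipoprotein receptor (Dapma7bEVm002563t1) fell from 69.8 ± 6.91 to 0.880 ± 0.0602 CPM with a log2 fold change of -6.29 (standard error 0.44, edgeR adjusted p = 0.000276). In these and in each other gene described in the text as called with all 9 libraries, the 3 libraries of one group all lay on the same side of the 3 of the other. Such a separation was found in 99.9% of all called features, so it adds no support beyond the calls. The same held for 41.2% of all tested genes, against 10% by chance. By limma's camera at a preset correlation of 0.01, 4 of 28 gene lists were higher (cuticle proteins, DNA replication and mitosis, histones, germ line). Lower were 10 (yolk proteins, lipid carriers, carbohydrate-digesting enzymes, digestive peptidases, cathepsins, lipases, chitin metabolism, detoxification, haemocyte proteins, ribosomal proteins). With an estimated correlation 0 of the 28 passed camera (smallest limma camera adjusted p = 0.0945), and 4 had an unadjusted p under 0.05. That correlation was estimated over all 9 libraries, nutrient-rich mutant replicate 2 included, and not on the starved libraries alone. The fry test, which asks whether a list moves on balance in 1 direction, passed 8 (yolk proteins, cuticle proteins, cathepsins, carbohydrate-digesting enzymes, lipid carriers, ABC transporters, collagen, detoxification). Leaving out 1 library gave 515 to 752 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 2678 without nutrient-rich mutant replicate 2. In the last of these 1335 of the 1337 calls were kept. Library totals in place of TMM shifted the median of all genes by 0.10 and gave 626 higher and 589 lower. From the difference between the numbers of differentially expressed genes in the 2 food conditions, the paper concludes that disruption of DNMT3.1 affected the transcriptome more strongly in the starved condition. That contrast was not tested here, since the nutrient-rich wild type belongs to another experiment. Numbers of called genes also depend on the libraries in the fit, as the 1337 and 2678 above show.

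**Figure D2:**
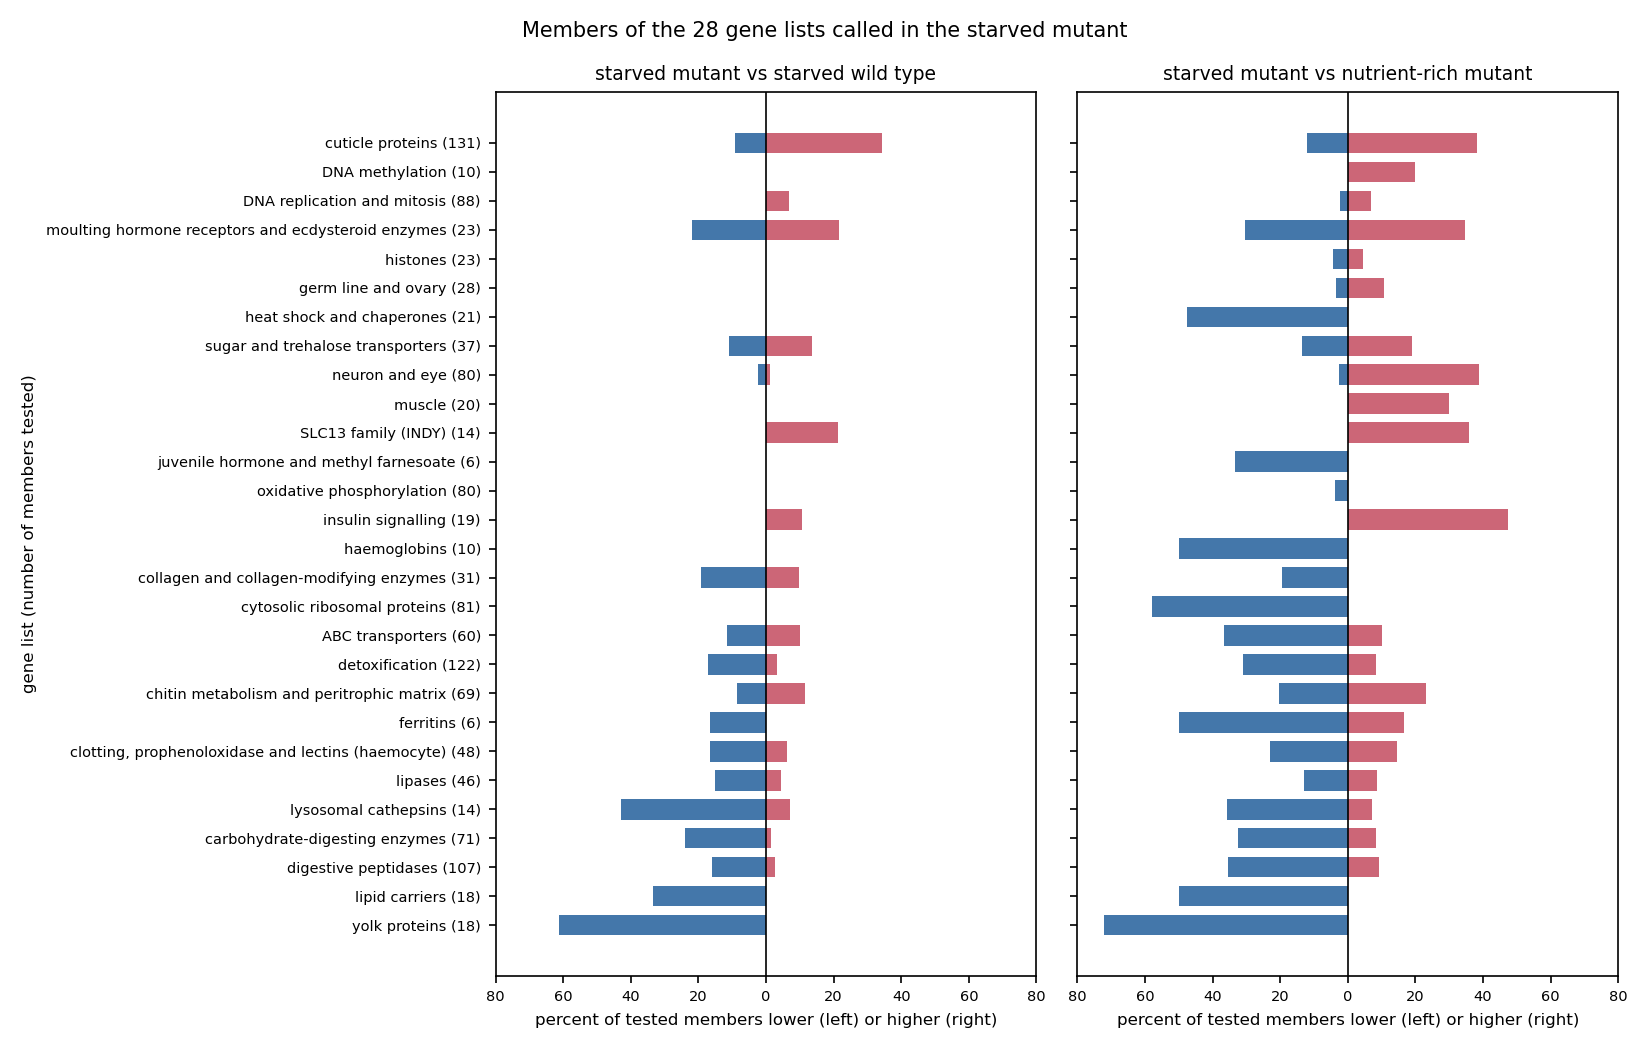
Percent of the tested members of each of the 28 gene lists that were called lower (bars to the left of 0) or higher (bars to the right) in the starved mutant, against the starved wild type and against the nutrient-rich mutant. Against the starved wild type, 45 of 131 cuticle protein genes were higher and 11 of 18 yolk protein genes lower.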

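Several lists of general cell functions and of other cell types held few or no called genes between the starved groups, while ABC transporters held called genes of both directions. Of 81 cytosolic ribosomal protein genes, 0 were called by edgeR (6 at an unadjusted p under 0.05, 1 by DESeq2 and 2 by limma-voom). Their median was -0.22, and limma camera placed the list lower at adjusted p = 0.000135 (adjusted p = 0.517 with an estimated correlation). Of 80 genes of oxidative phosphorylation, 0 were called by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). Their median was -0.07 (limma camera adjusted p = 0.409). Of 21 heat shock and chaperone genes, 0 were called by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma-voom). Their median was 0.15 (limma camera adjusted p = 0.194). Of 20 muscle genes, 0 were called by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). Their median was 0.08 (limma camera adjusted p = 0.344). Of 10 haemoglobin genes, 0 were called by edgeR (1 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma-voom). Their median was -0.11 (limma camera adjusted p = 0.876). Of 6 genes of juvenile hormone and methyl farnesoate, hormones of moulting and reproduction, 0 were called by edgeR (1 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma-voom), with a median of -0.03 while limma camera's direction was higher (adjusted p = 0.876). Among 80 genes of neurons and the eye, 1 was higher and 2 were lower (1 and 0 when adjusted over the list alone). Their median was 0.08 (limma camera adjusted p = 0.540). The 1 higher was neurexin-1 (Dapma7bEVm000787t1), an adhesion protein of synapses, with 56.2 ± 1.70 CPM (SD over 3 libraries) in the starved wild type, 108 ± 27.8 in the starved mutant. Its log2 fold change of 0.95 (standard error 0.18, edgeR adjusted p = 0.0162) was called. Of 60 ABC transporter genes, which encode ATP-driven pumps of the membrane, 6 were higher and 7 lower (7 and 12 when adjusted over the list alone). Their median was -0.23 (limma camera adjusted p = 0.0523). The largest fall among the printed transporters was that of ABCA3 (Dapma7bEVm003476t1), from 36.3 ± 8.03 to 1.52 ± 0.398 CPM, with a log2 fold change of -4.58 (standard error 0.72, edgeR adjusted p = 0.00655). The higher ABC transporters numbered 0 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3. The lower ones numbered 2 to 4 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 and 11 without nutrient-rich mutant replicate 2. The call of neurexin-1 was lost without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0556 to 0.0810 in all alternatives where a call was lost, and 9.96e-05 to 0.0810 over all alternatives), as were those of the other two neuron and eye genes. Limma camera placed the ABC transporters lower in 5 of its 19 alternatives, with library totals and without starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 3 (adjusted p = 0.0261 to 0.0485 without these, and 0.0261 to 0.180 over all 19). A ribosomal protein and a heat shock gene were called without nutrient-rich mutant replicate 2 (1 each).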

Amongst the DEGs in starved animals, 1432 annotated genes were identified and we performed clustering of these by k-Means. 

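The genes that the authors divided into clusters moved in the counts as in their table. Of the 1364 genes, 1355 were tested here, and 572 were called between the starved mutant and the starved wild type. The direction was that of the authors' fold change in 1348, with a correlation of log2 fold changes of 0.976 across these genes, which are not independent replicates. By cluster, 251 genes were tested in A, 264 in B, 159 in C, 480 in D and 201 in E. The starved mutant also differed from the nutrient-rich mutant in many of them. Of all tested genes, 1041 were called in the same direction in both comparisons (442 higher and 599 lower in the starved mutant) and 20 in opposite directions. Because both comparisons share the starved mutant libraries, the overlap was set beside 20 simulations of unchanged groups that share them. These called a mean of 0.15 genes per comparison by edgeR and 0 in the same direction, too few to give a reference for 1041. Lists of the same length as the real ones (the 1337 and 4319 genes of lowest p) were therefore also taken from each simulation, a test added after the result was seen. They held 625 to 675 genes in the same direction (mean 651), and lists taken that way from the real data held 1018, so part of the overlap may come from the shared libraries. Independent calls would give 60.8 higher and 94.9 lower. The correlation of the log2 fold changes of the 2 comparisons was 0.661, against a mean of 0.487 in the simulations, and their covariance was 0.946 against 0.118. The overlap was 437 to 634 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 1862 without nutrient-rich mutant replicate 2. The study formed the clusters on these libraries and on those of the nutrient-rich wild type, so their directions are not independent evidence.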

1364 genes passed the filter (as described in Materials and Methods) and were divided into five clusters (Fig. 5, Supplementary File S1). Furthermore, we analyzed the gene ontology (GO) for functional annotation of genes in each cluster by using Fisher’s Exact Test (Supplementary File S2). 

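The same GO annotation was tested here on the called genes rather than on the clusters, with a one-sided Fisher's exact test of each biological process term with at least 10 tested genes. This test was added after the data were seen. Among the 184 annotated genes that were higher in the starved mutant than in the starved wild type, 3 of 309 terms passed. By the exact test these were chitin metabolic process, with 15 of 102 genes (adjusted p = 3.94e-06), regulation of receptor activity, with 9 of 57 genes (adjusted p = 0.000973), and transmembrane transport, with 16 of 249 genes (adjusted p = 0.0258). Among the 290 annotated genes that were lower, 12 terms passed. By the exact test proteolysis had 52 of 390 genes (adjusted p = 6.36e-14), and lipid transport 14 of 37 genes (adjusted p = 2.93e-09). In the same exact test defense response to other organism had 10 of 16 genes (adjusted p = 2.93e-09) and carbohydrate metabolic process 24 of 145 genes (adjusted p = 4.05e-08). The exact test gave lipid metabolic process 14 of 79 genes (adjusted p = 6.13e-05) and removal of superoxide radicals 7 of 19 genes (adjusted p = 0.000161). Chitin metabolic process was also among the lower terms of the exact test, with 11 of 102 genes (adjusted p = 0.0382). The vitellogenins are annotated as fused with a superoxide dismutase. The background was the 7801 annotated genes tested, and the test treats genes as independent, which they are not.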

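Cuticle protein genes, which encode the proteins of the exoskeleton, held the most genes that rose in the starved mutant against the starved wild type among the 28 lists. Of 131 tested, 45 were higher and 12 lower (70 and 17 when adjusted over the list alone). Their median was 1.95, and limma camera placed the list higher at adjusted p = 4.30e-14 (adjusted p = 0.0961 with an estimated correlation). Cuticular protein 72Eb had 11.4 ± 8.78 CPM (SD over 3 libraries) in the starved wild type, 1875 ± 977 in the starved mutant and 79.9 ± 87.6 in the nutrient-rich mutant. A cuticular protein (Dapma7bEVm018568t1) rose from 0.197 ± 0.171 to 19.6 ± 4.07 CPM with a log2 fold change of 6.54 (standard error 0.58, edgeR adjusted p = 0.000724). Another (Dapma7bEVm010900t1) rose from 0.723 ± 0.123 to 21.7 ± 6.86 CPM with a log2 fold change of 4.88 (standard error 0.32, edgeR adjusted p = 0.000251). Larval cuticle protein A2B (Dapma7bEVm004406t1) went the other way, from 16.4 ± 0.745 to 0.294 ± 0.160 CPM with a log2 fold change of -5.78 (standard error 0.34, edgeR adjusted p = 0.000251). Of the genes the study placed in cluster A, 45 were higher and 1 lower of 251 tested (89 and 2 when adjusted over the list alone, which is not independent evidence). Their median was 0.78. Of those in cluster B 160 were higher of 264 (234, and 2 lower, when adjusted over the list alone), with a median of 1.16. By camera with an estimated correlation, adjusted over the 5 clusters, cluster A had an adjusted p = 0.119 and cluster B an adjusted p = 0.0262. These p-values are not independent evidence either, since the study chose and clustered the genes on these libraries. In the other comparison, against the nutrient-rich mutant, 14 genes of cluster A and 228 of cluster B were higher, with medians of 0.01 and 1.77. The higher cuticle proteins numbered 21 to 27 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 and 68 to 74 without 1 of nutrient-rich mutant replicates 1 or 2, and the lower ones 5 to 7 without 1 of starved mutant replicate 3 or starved wild-type replicates 1, 2 or 3. The higher genes of cluster A numbered 9 to 14 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 220 without nutrient-rich mutant replicate 2. In cluster B they numbered 60 to 75 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 242 without nutrient-rich mutant replicate 2. For cluster A against the nutrient-rich mutant the number was 3 to 6 without 1 of starved mutant replicates 2 or 3 or nutrient-rich mutant replicates 1 or 3 and 108 without nutrient-rich mutant replicate 2. The call of cuticular protein 72Eb was lost without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0562 to 0.0980 in all alternatives where a call was lost, and 4.58e-07 to 0.0980 over all alternatives).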

Clusters A and B included genes showing higher expression in the mutant under starved conditions. 

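The called genes of DNA replication and mitosis were each higher in the starved mutant than in the starved wild type, while called transporters of sugars moved both ways. Of 88 genes of DNA replication and mitosis, 6 were higher than in the starved wild type (7 when adjusted over the list alone), beside 546 of all 18675 tested features. Their median was 0.43, and limma camera placed the list higher at adjusted p = 1.26e-07 (adjusted p = 0.347 with an estimated correlation), while limma fry did not pass (adjusted p = 0.0943). Cyclin-E (Dapma7bEVm005540t1), which starts DNA synthesis, rose from 10.2 ± 0.320 CPM (SD over 3 libraries) to 23.5 ± 5.76 with a log2 fold change of 1.21 (standard error 0.20, edgeR adjusted p = 0.00837). Cyclin-B3 (Dapma7bEVm003779t1), a cyclin of mitosis, rose from 23.5 ± 4.35 to 57.7 ± 18.6 CPM with a log2 fold change of 1.29 (standard error 0.32, edgeR adjusted p = 0.0432). The study placed 29 genes of this list in cluster A and 1 in cluster B. Of 23 histone genes, 0 were called by edgeR (1 at an unadjusted p under 0.05, 0 by DESeq2 and 4 by limma-voom). Their median was 0.27, and limma camera gave adjusted p = 0.0478 (adjusted p = 0.25 with an estimated correlation). Of 28 germ line and ovary genes, 0 were called by edgeR (5 at an unadjusted p under 0.05, 0 by DESeq2 and 8 by limma-voom). Their median was 0.24, and limma camera gave adjusted p = 0.0361 (adjusted p = 0.347 with an estimated correlation). Of 10 genes of DNA methylation, 0 were called by edgeR (2 at an unadjusted p under 0.05, 1 by DESeq2 and 6 by limma-voom). Their median was 0.59 (limma camera adjusted p = 0.0536). Among 37 sugar and trehalose transporter genes, 5 were higher and 4 lower (6 and 6 when adjusted over the list alone). Their median was 0.14 and a mean of -0.10 (limma camera adjusted p = 0.775). Sugar transporter 8 (Dapma7bEVm003185t1) rose from 48.2 ± 1.92 to 279.5 ± 66.7 CPM with a log2 fold change of 2.53 (standard error 0.21, edgeR adjusted p = 0.000599). A facilitated glucose transporter (Dapma7bEVm015291t1) fell from 21.2 ± 1.35 to 4.01 ± 0.567 CPM with a log2 fold change of -2.40 (standard error 0.23, edgeR adjusted p = 0.00103). The higher genes of DNA replication and mitosis numbered 2 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 30 without nutrient-rich mutant replicate 2. Without nutrient-rich mutant replicate 2 the higher genes numbered 3 among histones, 4 among germ line genes and 4 in DNA methylation (1 without starved mutant replicate 1). In that replicate the median log2 level differed from that of replicates 1 and 3 by 0.57 (DNA replication), -0.17 (histones), 0.41 (germ line) and 0.80 (DNA methylation). Among sugar transporters the higher numbered 1 to 3 without 1 of starved mutant replicates 1, 2 or 3 or starved wild-type replicates 1, 2 or 3 and 9 without nutrient-rich mutant replicate 2. The lower numbered 2 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2. Camera's call of the histones ended in 13 of its 19 alternatives, with DESeq2, library totals, every other filter and without starved mutant replicates 1, 2 or 3 or starved wild-type replicates 1, 2 or 3 or nutrient-rich mutant replicates 1 or 3 (adjusted p = 0.0605 to 0.287 without these, and 0.00336 to 0.287 over all 19). That of the germ line genes ended in 5, with DESeq2, at least 0.5 CPM or 1 count in 1 library and without starved wild-type replicates 1 or 2 (adjusted p = 0.0570 to 0.0791 without these, and 0.00284 to 0.0791 over all 19). For DNA methylation limma camera passed in 9 of 19, among them those without starved mutant replicate 3 or starved wild-type replicate 3 or nutrient-rich mutant replicate 2 (adjusted p = 0.0283 to 0.0498 without these, and 0.0283 to 0.114 over all 19). The call of cyclin-B3 was lost in 8 of its 19 alternatives, with at least 0.5 CPM in 1 library, with the replicate block and without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 or nutrient-rich mutant replicate 1 (adjusted p 0.0501 to 0.174 in all alternatives where a call was lost, and 0.000358 to 0.174 over all alternatives).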

The top enriched GOs in clusters A and B were mitotic cell cycle and transmembrane transport respectively (Table 2). In cluster A, we found a notable gene, *Nuclear hormone receptor ftz-f1 (Dapma7bEVm011018t1) (ftz-f1),* that showed an upregulation in the mutant under starved conditions (Table 2). 

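The ftz-f1 gene encodes a nuclear receptor that in insects acts between pulses of the moulting hormone ecdysone. It had 25.0 ± 2.57 CPM (SD over 3 libraries) in the starved wild type, 62.8 ± 16.7 in the starved mutant and 22.3 ± 7.51 in the nutrient-rich mutant. This was a log2 fold change of 1.33 (standard error 0.26, edgeR adjusted p = 0.0180) against the starved wild type and one of 1.50 (standard error 0.27, edgeR adjusted p = 0.00381) against the nutrient-rich mutant. A further feature of the same gene had 2.86 ± 3.04 CPM in the starved mutant and was not called (log2 fold change 2.92, edgeR adjusted p = 0.423). Of 23 genes of moulting hormone receptors and ecdysteroid enzymes, 5 were higher and 5 lower than in the starved wild type (5 and 6 when adjusted over the list alone). Their median was 0.39 and a mean of -0.25 (limma camera adjusted p = 0.430). Cytochrome P450 18a1 (Dapma7bEVm003686t1), which inactivates ecdysteroids, rose from 20.1 ± 5.93 to 79.2 ± 15.1 CPM with a log2 fold change of 1.98 (standard error 0.23, edgeR adjusted p = 0.00170). The ecdysone-induced receptor HR3 (Dapma7bEVm009766t1) fell from 15.0 ± 0.650 to 1.56 ± 0.523 CPM with a log2 fold change of -3.25 (standard error 0.53, edgeR adjusted p = 0.00759). E78C (Dapma7bEVm004624t1), another of these receptors, fell from 17.5 ± 2.29 to 1.59 ± 0.835 CPM with a log2 fold change of -3.47 (standard error 0.43, edgeR adjusted p = 0.00231). In the nutrient-rich mutant these 3 genes had 18.1 ± 0.726, 15.1 ± 8.92 and 7.29 ± 2.99 CPM. The call of ftz-f1 between the starved groups was lost in 5 of its 19 alternatives, without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0585 to 0.0919 in all alternatives where a call was lost, and 7.36e-05 to 0.0919 over all alternatives). The higher moulting genes numbered 1 to 2 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3, and the lower ones 2 without starved mutant replicate 3.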

Interestingly, in cluster B, we found a gene that codes for an ortholog of *solute carrier family 13 member 5* (*Dapma7bEVm010715t1*), known as *Slc13a5* or *INDY* (*I’m not dead yet*)*.* The *Daphnia INDY* ortholog showed reduced expression in the wild type but upregulated expression in the mutant under starvation (Table 2 and Supplementary File S1). 

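INDY encodes a transporter of citrate and other intermediates of the citric acid cycle across the cell membrane. It had 1.42 ± 0.415 CPM (SD over 3 libraries) in the starved wild type, 58.7 ± 24.0 in the starved mutant and 9.67 ± 4.96 in the nutrient-rich mutant. Its log2 fold change of 5.36 (standard error 0.54, edgeR adjusted p = 0.00112) against the starved wild type and of 2.59 (standard error 0.45, edgeR adjusted p = 0.00328) against the nutrient-rich mutant were called in all of its 19 and 16 alternatives. Of 14 tested genes whose names matched the SLC13 list, 3 were higher in the starved mutant than in the starved wild type (3, and 1 lower, when adjusted over the list alone). Their median was 0.03 (limma camera adjusted p = 0.254). The pattern also caught 5 MINDY deubiquitinases, which are not transporters, and all 3 called genes were among the other 9, whose median was -0.16. These were INDY and the next 2 genes. Solute carrier family 13 member 4 (Dapma7bEVm010407t1) rose from 5.31 ± 1.1 to 19.7 ± 3.29 CPM with a log2 fold change of 1.89 (standard error 0.25, edgeR adjusted p = 0.00269). A gene named I'm not dead yet (Dapma7bEVm009510t1) rose from 1.61 ± 0.261 to 4.35 ± 0.989 CPM with a log2 fold change of 1.42 (standard error 0.32, edgeR adjusted p = 0.0291). In the nutrient-rich mutant the last of these had 0.425 ± 0.151 CPM and member 4 had 5.04 ± 1.19 CPM. The call of I'm not dead yet was lost in 7 of its 18 alternatives, with every feature of at least 1 count, with the replicate block and without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0522 to 0.152 in all alternatives where a call was lost, and 0.000511 to 0.152 over all alternatives). The paralogs may share reads, and without starved mutant replicate 1 or nutrient-rich mutant replicate 2 the list also held 1 or 2 lower genes.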

Genes in Cluster C showed down-regulation in both wild type and mutant under the starved condition and were more severely down-regulated in the mutant (Fig. 5). 

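In the starved mutant, 80 of the 159 genes of cluster C were lower than in the starved wild type (153 when adjusted over the list alone), with a median log2 fold change of -1.30. This is not independent evidence, since the study formed the cluster on these libraries. Compared with the nutrient-rich mutant, 158 of the 159 were lower, with a median of -2.55. By camera with an estimated correlation the adjusted p over the 5 clusters was 0.0262 against the starved wild type and 0.0326 against the nutrient-rich mutant. The paper's own fold changes of the starved against the nutrient-rich wild type are negative for 149 of the 159 genes, with a median of -0.87 on the log2 scale. Of the fixed lists the cluster held 19 digestive peptidases, 8 yolk proteins, 7 lipid carriers, 7 carbohydrate-digesting enzymes, 5 detoxification genes and 4 each of cuticle proteins, chitin metabolism and ABC transporters. There were also 2 ferritins, 2 haemocyte proteins, 1 lipase and 1 transporter of sugars. The genes lower than in the starved wild type numbered 19 to 33 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 and 122 without starved mutant replicate 1.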

Importantly, *vitellogenin* genes, *vtg1* (*Dapma7bEVm024402t1*), and 7 other genes related to lipid transport were included in this cluster (Supplementary File S1). 

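Many yolk protein genes fell in the starved mutant against the starved wild type, and many fell against the nutrient-rich mutant. Vitellogenins are the precursors of egg yolk, made outside the ovary and taken up by the oocytes. The gene vtg1 had 8132 ± 1177 CPM (SD over 3 libraries) in the starved wild type, 3308 ± 477 in the starved mutant and 15412 ± 3681 in the nutrient-rich mutant. The change was a log2 fold change of -1.30 (standard error 0.21, edgeR adjusted p = 0.00743) against the starved wild type and one of -2.22 (standard error 0.22, edgeR adjusted p = 0.000247) against the nutrient-rich mutant. Of 18 tested vitellogenin genes, 11 were lower than in the starved wild type (11 when adjusted over the list alone) and the other 7 were not called. Their median was -1.28, and limma camera placed the list lower at adjusted p = 6.31e-09 (adjusted p = 0.0945 with an estimated correlation). Another vitellogenin (Dapma7bEVm020442t1) fell from 279 ± 92.6 to 36.7 ± 3.67 CPM with a log2 fold change of -2.93 (standard error 0.33, edgeR adjusted p = 0.00160). A further copy (Dapma7bEVm002960t1) fell from 6773 ± 774 to 2444 ± 738 CPM with a log2 fold change of -1.47 (standard error 0.25, edgeR adjusted p = 0.00940). In the nutrient-rich mutant these copies had 2709 ± 1029.8 and 21658 ± 4853 CPM. Of 18 genes of lipid carriers (apolipoproteins, fatty acid-binding proteins, lipophorins), 6 were lower (8 when adjusted over the list alone). Their median was -1.04, and limma camera gave adjusted p = 0.000134 (adjusted p = 0.162 with an estimated correlation). A pair of apolipoprotein D genes, which encode lipocalins that carry small lipids, fell. The gene Dapma7bEVm002061t1 fell from 140.0 ± 43.2 to 52.5 ± 15.0 CPM with a log2 fold change of -1.42 (standard error 0.26, edgeR adjusted p = 0.0132). The gene Dapma7bEVm004441t1 fell from 255 ± 102 to 79.1 ± 37.0 CPM with a log2 fold change of -1.69 (standard error 0.39, edgeR adjusted p = 0.0332). Of 6 ferritin genes, which encode iron stores, 1 was lower (2 when adjusted over the list alone). This ferritin heavy chain (Dapma7bEVm005357t1) fell from 11.1 ± 3.74 to 3.43 ± 1.28 CPM with a log2 fold change of -1.70 (standard error 0.42, edgeR adjusted p = 0.0436). The ferritins had a median of -0.56 (limma camera adjusted p = 0.0793). Vitellogenin copies may share reads, so the value of each copy is uncertain. The lower lipid carriers numbered 1 to 2 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2. The lower ferritins numbered 0 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 or nutrient-rich mutant replicate 3 and 2 without 1 of starved mutant replicate 1 or nutrient-rich mutant replicate 2. Limma camera placed the ferritins lower in 1 alternative, without starved wild-type replicate 3 (adjusted p = 0.0333, and 0.0333 to 0.238 over all 19). The calls of Dapma7bEVm002061t1, Dapma7bEVm004441t1, Dapma7bEVm002960t1 and the ferritin were lost in 4, 6, 1 and 6 of their 19 alternatives. Among these were the replicate block for the second and the last, and library totals for the second. The others were those without starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 or nutrient-rich mutant replicate 3 (adjusted p 0.0513 to 0.172 in all alternatives where a call was lost, and 1.69e-06 to 0.172 over all alternatives).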

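More carbohydrate-digesting enzymes fell than rose in the starved mutant against the starved wild type. Of 71 tested, 17 were lower and 1 higher (38 and 2 when adjusted over the list alone). Their median was -0.80, and limma camera placed the list lower at adjusted p = 3.55e-08 (adjusted p = 0.25 with an estimated correlation). An endo-beta-1,4-mannanase (Dapma7bEVm014964t1), which digests plant mannans, fell from 269 ± 29.2 CPM (SD over 3 libraries) to 54.9 ± 28.9 with a log2 fold change of -2.29 (standard error 0.39, edgeR adjusted p = 0.00905). A beta-galactosidase-1-like protein 2 (Dapma7bEVm027876t1) fell from 45.4 ± 7.03 to 9.44 ± 7.02 CPM with a log2 fold change of -2.27 (standard error 0.46, edgeR adjusted p = 0.0193). In the nutrient-rich mutant they had 283 ± 86.3 and 44.6 ± 3.68 CPM. Trehalase (Dapma7bEVm005872t1), which splits the blood sugar trehalose, was the 1 that rose, from 70.1 ± 2.70 to 139.5 ± 11.1 CPM with a log2 fold change of 0.99 (standard error 0.17, edgeR adjusted p = 0.00921). Of the genes that the study placed in cluster D, 185 of 480 were lower (437, and 4 higher, when adjusted over the list alone, which is not independent evidence). Their median was -1.08, and limma camera with an estimated correlation gave an adjusted p = 0.0262, which is not independent evidence either. In the comparison with the nutrient-rich mutant 258 were lower and 2 higher, with a median of -1.03 (adjusted p = 0.156 with an estimated correlation). The cluster held 19 of the carbohydrate-digesting enzymes, and more of the detoxification genes (27) and digestive peptidases (26). The lower carbohydrate-digesting enzymes numbered 0 to 11 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 30 to 31 without 1 of starved mutant replicate 1 or nutrient-rich mutant replicate 2. In cluster D the lower genes numbered 46 to 86 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 363 without nutrient-rich mutant replicate 2. Cluster D against the nutrient-rich mutant gave 159 to 167 without 1 of starved mutant replicates 2 or 3. The calls of the mannanase, the galactosidase and trehalase were lost in 1, 3 and 2 of their 19 alternatives, without starved mutant replicate 3 or starved wild-type replicates 1 or 2 (adjusted p 0.0529 to 0.104 in all alternatives where a call was lost, and 3.34e-07 to 0.104 over all alternatives).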

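Lipase and detoxification genes also held more lower than higher called members, while called genes of chitin metabolism moved both ways. Of 69 genes of chitin metabolism and the peritrophic matrix (the chitin lining of the gut), 8 were higher and 6 lower in the starved mutant than in the starved wild type (13 and 26 when adjusted over the list alone). Their median was -0.46, and limma camera placed the list lower at adjusted p = 0.0387 (adjusted p = 0.538 with an estimated correlation). Chitin deacetylase 4 (Dapma7bEVm004719t1), which modifies chitin, rose from 13.5 ± 1.81 CPM (SD over 3 libraries) to 156 ± 71.5 with a log2 fold change of 3.53 (standard error 0.71, edgeR adjusted p = 0.0188). Chitinase 10 (Dapma7bEVm010565t1), which breaks it down, fell from 663 ± 26.3 to 161 ± 73.7 CPM with a log2 fold change of -2.04 (standard error 0.31, edgeR adjusted p = 0.00576). Of 46 lipase genes, 2 were higher and 7 lower (3 and 11 when adjusted over the list alone). Their median was -0.66, and limma camera gave adjusted p = 0.000955 (adjusted p = 0.406 with an estimated correlation). A lipase 3 gene (Dapma7bEVm023118t1) rose from 32.8 ± 2.84 to 76.6 ± 8.70 CPM with a log2 fold change of 1.23 (standard error 0.13, edgeR adjusted p = 0.00141). Another lipase (Dapma7bEVm006239t1) fell from 15.2 ± 2.49 to 4.61 ± 2.33 CPM with a log2 fold change of -1.73 (standard error 0.36, edgeR adjusted p = 0.0216). Of 122 detoxification genes, 4 were higher and 21 lower (7 and 37 when adjusted over the list alone). Their median was -0.38, and limma camera gave adjusted p = 1.26e-07 (adjusted p = 0.25 with an estimated correlation). Cytochrome P450 4c3 (Dapma7bEVm002285t1) rose from 44.7 ± 1.48 to 140.2 ± 26.4 CPM with a log2 fold change of 1.65 (standard error 0.17, edgeR adjusted p = 0.00116). A carbohydrate sulfotransferase (Dapma7bEVm001987t1) fell from 19.6 ± 1.57 to 0.840 ± 0.208 CPM with a log2 fold change of -4.52 (standard error 0.35, edgeR adjusted p = 0.000410). Carbohydrate sulfotransferases add sulfate to sugar chains rather than to foreign compounds, and cytochrome P450 18a1 of the moulting genes is also in the list. The higher chitin genes numbered 5 without starved wild-type replicate 2, and the lower ones 3 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 and 17 to 20 without 1 of starved mutant replicate 1 or nutrient-rich mutant replicate 2. Camera's call of the chitin list ended in 9 of its 19 alternatives, with the 6 starved libraries alone, DESeq2, the replicate block and without starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 or nutrient-rich mutant replicates 1 or 3 (adjusted p = 0.0539 to 0.149 without these, and 0.00977 to 0.149 over all 19). Among lipases the higher numbered 4 without nutrient-rich mutant replicate 2, and the lower 0 to 1 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 and 12 without nutrient-rich mutant replicate 2. Among detoxification genes the higher numbered 8 without nutrient-rich mutant replicate 2, and the lower 7 to 12 without 1 of starved mutant replicate 3 or starved wild-type replicates 1 or 2 and 38 without nutrient-rich mutant replicate 2. The calls of chitin deacetylase 4 and of the lipase that fell were lost in 5 and 4 of their 19 alternatives, without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0568 to 0.105 in all alternatives where a call was lost, and 1.31e-06 to 0.105 over all alternatives).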

Cluster D represented down-regulated genes in the mutant under starved conditions, many of which are involved in carbohydrate metabolic processes (Fig. 5 and Table 2). 

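The gene Dapma7bEVm003111t1 (myogenesis-regulating glycosidase in the deposited annotation) is the ortholog of an insect glucosidase that responds to insulin-like signals from the brain. It had 91.9 ± 22.2 CPM (SD over 3 libraries) in the starved wild type, 40.6 ± 14.8 in the starved mutant and 75.7 ± 5.76 in the nutrient-rich mutant. Against the starved wild type this was a log2 fold change of -1.18 (standard error 0.27, edgeR adjusted p = 0.0340), and against the nutrient-rich mutant one of -0.90 (standard error 0.27, edgeR adjusted p = 0.0395). Of 19 genes of insulin signalling, 2 were higher in the starved mutant than in the starved wild type (2 and 1 when adjusted over the list alone). Their median was -0.08 and a mean of 0.11 (limma camera adjusted p = 0.843, direction higher). An insulin-like growth factor-binding protein complex subunit (Dapma7bEVm011218t1), which in mammals holds growth factors in the blood, rose from 56.1 ± 4.52 to 118 ± 19.9 CPM with a log2 fold change of 1.08 (standard error 0.17, edgeR adjusted p = 0.00743). Insulin receptor substrate 1 (Dapma7bEVm004503t1), which passes on the signal of the insulin receptor, had 151 ± 13.4 CPM in the starved wild type and 183 ± 11.3 in the starved mutant and was not called. The call of Dapma7bEVm003111t1 against the starved wild type was lost in 8 of its 19 alternatives, with library totals as scaling, with the replicate block and without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 or nutrient-rich mutant replicate 3 (adjusted p 0.0512 to 0.139 in all alternatives where a call was lost, and 0.000782 to 0.139 over all alternatives). Its call against the nutrient-rich mutant was lost in 9 of its 16 alternatives, with the 6 libraries of that comparison alone, library totals, upper quartile factors, a mean of at least 5 CPM, the replicate block and without starved mutant replicates 2 or 3 or nutrient-rich mutant replicates 1 or 3 (adjusted p 0.0516 to 0.193 in all alternatives where a call was lost, and 0.00567 to 0.193 over all alternatives). The higher insulin signalling genes numbered 1 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 or nutrient-rich mutant replicate 3. There was 1 lower gene without 1 of starved mutant replicate 1 or nutrient-rich mutant replicate 2.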

We found a represented gene, *target of brain insulin (Dapma7bEVm003111t1)* known as *tobi*, an α-glucosidase. Finally, genes in cluster E were upregulated in the wild type under starved conditions, which included genes related to protein turnover (proteolysis) (Fig. 5 and Table 2). 

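Among digestive peptidases and lysosomal cathepsins, which break down proteins in the gut and in lysosomes, more genes fell than rose in the starved mutant against the starved wild type. Of 107 digestive peptidase genes, 17 were lower and 3 higher (50 and 4 when adjusted over the list alone). Their median was -0.99, and limma camera placed the list lower at adjusted p = 2.94e-09 (adjusted p = 0.347 with an estimated correlation). Aminopeptidase N (Dapma7bEVm010685t1) fell from 12.1 ± 2.85 CPM (SD over 3 libraries) to 3.34 ± 1.72 with a log2 fold change of -1.86 (standard error 0.39, edgeR adjusted p = 0.0225). Carboxypeptidase B (Dapma7bEVm001569t1) rose instead from 7.19 ± 1.37 to 27.3 ± 8.75 CPM with a log2 fold change of 1.93 (standard error 0.38, edgeR adjusted p = 0.0173). Chymotrypsinogen B (Dapma7bEVm003670t1) also rose, from 9.26 ± 1.95 to 26.5 ± 4.86 CPM with a log2 fold change of 1.52 (standard error 0.29, edgeR adjusted p = 0.0146). Of 14 cathepsin genes, 6 were lower and 1 higher (7 and 1 when adjusted over the list alone). Their median was -0.69, and limma camera gave adjusted p = 0.000506 (adjusted p = 0.161 with an estimated correlation). Cathepsin L1 (Dapma7bEVm023392t1) had 13.6 ± 2.36 CPM in the starved wild type and 0 counts in the starved mutant, at least 160.2-fold lower against a floor of 3 counts over the group. A cathepsin L (Dapma7bEVm010071t1) fell from 17.4 ± 0.505 to 1.40 ± 1.48 CPM with a log2 fold change of -3.67 (standard error 0.70, edgeR adjusted p = 0.0146). The 1 that rose (Dapma7bEVm003341t1) had a log2 fold change of 0.66 (standard error 0.13, edgeR adjusted p = 0.0153). Of the genes that the study placed in cluster E, 101 of 201 were lower (185 when adjusted over the list alone, which is not independent evidence). Their median was -1.74, and limma camera with an estimated correlation gave an adjusted p = 0.0262, which is not independent evidence either. Against the nutrient-rich mutant 25 of them were higher and 59 lower, with a median of -0.36. The paper's own fold changes of the starved against the nutrient-rich wild type are positive for all 201. The lower digestive peptidases numbered 2 to 5 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 and 35 to 41 without 1 of starved mutant replicate 1 or nutrient-rich mutant replicate 2. The higher ones numbered 0 to 1 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 2 and 5 without nutrient-rich mutant replicate 2. Among cathepsins the lower numbered 3 without 1 of starved mutant replicate 3 or starved wild-type replicates 1 or 2, and the higher 0 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1 or 3 and 2 without nutrient-rich mutant replicate 2. In cluster E the lower genes numbered 52 to 59 without 1 of starved mutant replicate 3 or starved wild-type replicates 1 or 2 and 167 without nutrient-rich mutant replicate 2. The calls of aminopeptidase N, carboxypeptidase B, chymotrypsinogen B, Dapma7bEVm010071t1 and Dapma7bEVm003341t1 were lost in 4, 5, 4, 3 and 4 of their 19 alternatives, without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0549 to 0.115 in all alternatives where a call was lost, and 7.98e-06 to 0.115 over all alternatives).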

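Genes of blood cells and of collagen moved in both directions between the starved groups. Of 48 genes of clotting, prophenoloxidase and lectins, which act in the haemocytes and blood of arthropods, 3 were higher and 8 lower in the starved mutant (6 and 15 when adjusted over the list alone). Their median was -0.63, and limma camera placed the list lower at adjusted p = 0.00217 (adjusted p = 0.347 with an estimated correlation). Peroxinectin (Dapma7bEVm001757t1), an adhesion protein of crustacean blood cells, rose from 22.1 ± 7.87 CPM (SD over 3 libraries) to 127 ± 23.9 with a log2 fold change of 2.53 (standard error 0.35, edgeR adjusted p = 0.00354). A galactose-binding C-type lectin (Dapma7bEVm010422t1) rose from 82.6 ± 15.6 to 749.5 ± 265 CPM with a log2 fold change of 3.18 (standard error 0.59, edgeR adjusted p = 0.0128). Another C-type lectin (Dapma7bEVm018675t1) fell from 135 ± 16.0 to 2.18 ± 0.839 CPM with a log2 fold change of -5.96 (standard error 0.68, edgeR adjusted p = 0.00161). Of 31 genes of collagen and collagen-modifying enzymes, 3 were higher and 6 lower (3 and 6 when adjusted over the list alone). Their median was -0.13 (limma camera adjusted p = 0.107). Collagen alpha-3(VI) (Dapma7bEVm003455t1) fell from 66.4 ± 2.47 to 1.25 ± 0.926 CPM with a log2 fold change of -5.75 (standard error 0.67, edgeR adjusted p = 0.00179). Collagen alpha-1(XIII) (Dapma7bEVm015207t1), with 0 counts in the starved wild type, had 25.7 ± 5.35 CPM in the starved mutant and was at least 259.9-fold higher, against the same floor of 3 counts over the group. This collagen was not without counts in the nutrient-rich mutant. The higher haemocyte genes numbered 8 without nutrient-rich mutant replicate 2, and the lower ones 2 to 3 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3. The higher collagen genes numbered 0 without 1 of starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3. Camera's call of the haemocyte list ended with at least 0.5 CPM or 1 count in 1 library (adjusted p 0.000536 to 0.207 over all 19 alternatives). The calls of the galactose-binding lectin and of collagen alpha-1(XIII) were lost in 3 and 6 of their 19 alternatives. These were the replicate block for the collagen and otherwise those without starved mutant replicates 2 or 3 or starved wild-type replicates 1, 2 or 3 (adjusted p 0.0512 to 0.0720 in all alternatives where a call was lost, and 1.85e-07 to 0.0720 over all alternatives).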

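The trypsin gene Dapma7bEVm010425t1, which encodes a gut protease, had 1708 ± 473 CPM (SD over 3 libraries) in the starved wild type, 531 ± 296 in the starved mutant and 988 ± 587 in the nutrient-rich mutant. Each starved mutant library lay below each starved wild-type library, but 41.2% of all tested features were separated in either direction between these groups. The gene's log2 fold change of -1.69 (standard error 0.57, edgeR adjusted p = 0.123) was not called. From the nutrient-rich to the starved mutant it had a log2 fold change of -0.90 (standard error 0.56, edgeR adjusted p = 0.285). Nutrient-rich mutant replicate 2, at 319 CPM, lay below replicates 1 and 3, at 1419 and 1224 CPM. It was called against the starved wild type in 4 of its 19 alternatives, with the 6 starved libraries alone, DESeq2, limma-voom and without nutrient-rich mutant replicate 2 (adjusted p 0.000583 to 0.366 over all 19). The call against the nutrient-rich mutant was made with limma-voom and without nutrient-rich mutant replicate 2 (adjusted p 0.00573 to 0.552 over its 16).

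**Figure D3:**
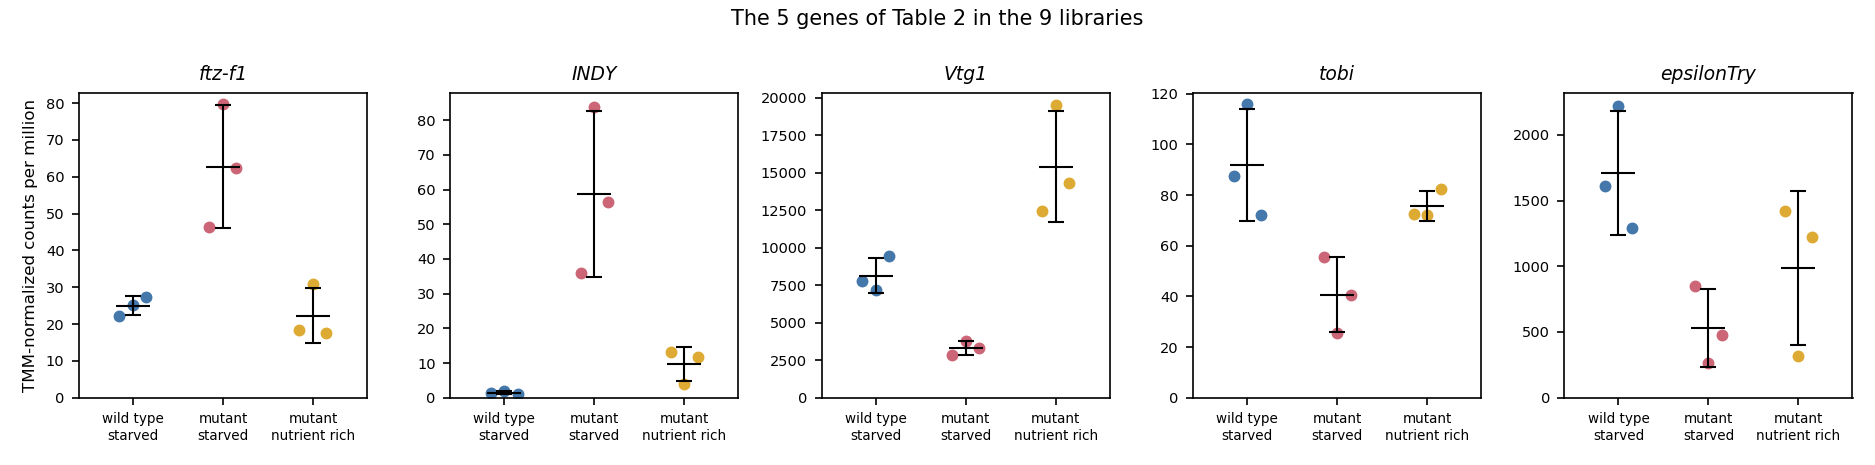
Levels in CPM, scaled by TMM, of the 5 genes of Table 2 in each of the 9 libraries (points), with the mean and SD of each group of 3. The starved mutant libraries of INDY lie above, and those of the trypsin gene below, the starved wild-type libraries.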

A represented gene of this GO was *trypsin (Dapma7bEVm010425t1)* known as *epsilonTry*.

**Figure 5:**
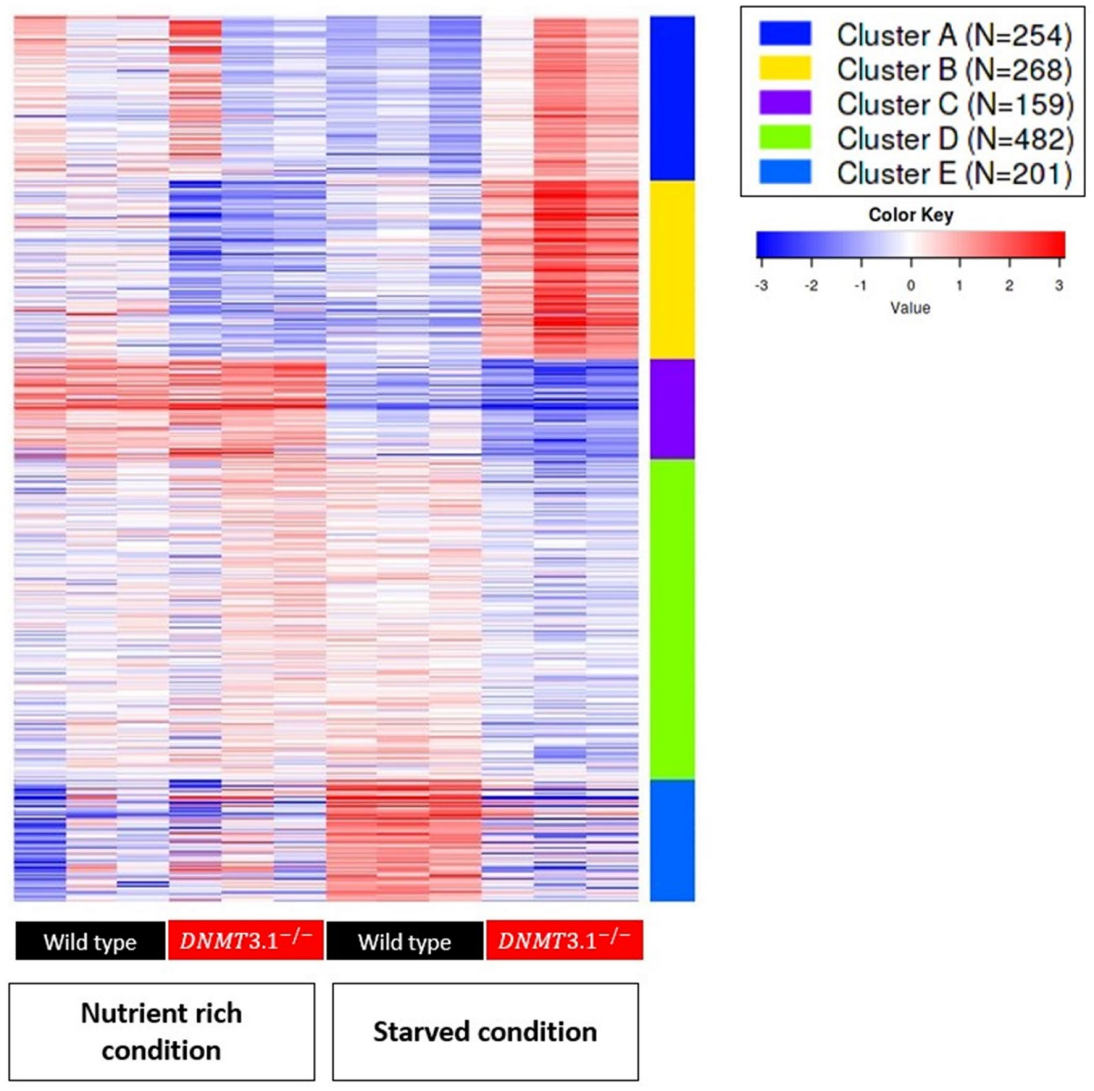
K-means clustering of DEGs from wild type and *DNMT3.1*^−/−^ in two conditions. Heatmap generated based on clustering 1364 annotated differential expression genes in the dataset into 5 clusters.

**Table 2:** Top gene ontology category in each cluster, and notable genes found in the cluster.

Cluster	Gene ontology (GO) term enrichment		Notable genes	Differential expression (MTvsWT)	
	Top GO biological process category	FDR *P*-value		FC	FDR *P*-value
A	Mitotic cell cycle	9.94E−17	*ftz-f1* (*Dapma7bEVm011018t1*)	2.53	4.28E-10
B	Transmembrane transport	3.83E−07	*INDY* (*Dapma7bEVm010715t1*)	41.17	0
C	Proteolysis	1.79E−13	*Vtg1* (*Dapma7bEVm024402t1*)	− 2.45	6.74E−09
D	Carbohydrate metabolic process	6.39E−17	*tobi* (*Dapma7bEVm003111t1*)	− 2.26	1.24E−05
E	Proteolysis	2.38E−09	*epsilonTry* (*Dapma7bEVm010425t1*)	− 3.22	4.22E−06

MT: *DNMT3.1*^*−/−*^ mutant*;* WT: Wild type; FDR: False discovery rate; FC: Fold change expression between mutant and wild type under starved condition.

## Discussion

Despite the long history of research on energy allocation, genes affecting energy allocation still remain largely unknown. In the cladoceran crustacean *D. magna*, energy allocation among competing life history traits under starved conditions has been extensively investigated. We have previously shown that *Daphnia DNMT3.1* was up-regulated in response to starvation, suggesting a potential function of this gene for energy allocation. In this study, we introduced a mutation into *DNMT3.1* and analyzed phenotypes of its mutant under caloric restriction. We demonstrate that this gene is a key regulator for life span and energy allocation between growth and reproduction.

### DNMT3.1 controls the trade-off between growth and reproduction under starved conditions

The trade-off between growth and reproduction occurred in both wild-type and DNMT3.1 mutants under different food levels, which is in line with previous reports^25^. Interestingly, the DNMT3.1 mutant showed a higher growth rate and lower clutch size compared to wild type when both processes competed during a period from instar 4 to 8, indicating that DNMT3.1 allocates more energy to reproduction. These results suggest that DNMT3.1 controls the trade-off between growth and reproduction when growth and fecundity compete for energy from the food. Larger clutch size has a positive impact on expanding its population size, which in turn would lead to an increase in fitness. The correlation of DNMT3.1 gene activity with phenotypes in the natural population needs to be examined to further understanding of the functions of this gene in an ecological context.

### DNMT3.1 increases life span under starved conditions

The life span of the wild type was longer than that of DNMT3.1 mutant under starved conditions. In *D. melanogaster*, starvation reduced *I am not dead yet* or *INDY* expression and in turn led to extension for longevity^48, 49^. INDY functions as a citrate transporter of the Krebs cycle and modulates energy production during the life span^50^. Interestingly, in *D. magna*, we found upregulation of *INDY* in short-lived DNMT3.1 mutants under starved conditions. Thus, we hypothesize that, in the wild type, DNMT3.1 downregulates *INDY* and extends its life span under starved conditions*.* To test this hypothesis, functional analysis of the *Daphnia INDY* ortholog would be needed in the future.

### Possible physiological function of DNMT3 ortholog in pancrustaceans

DNMT3 orthologs are phylogenetically distributed even in invertebrates but their functions still remain unclear because invertebrate models such as *Caenorhabditis elegans* and *D. melanogaster* lack the DNMT3 ortholog and DNA methylation on the genome. In *D. magna*, DNMT3.1 mutant is viable and did not show any developmental changes under nutrient-rich conditions. Consistent with this phenotype, knockdown of DNMT3 orthologs in social insects did not reduce survivability^33, 40, 41^. Although we need to confirm how much the DNMT3.1 protein level has been reduced in the DNMT3.1 mutant, in arthropods, the DNMT3 ortholog may not function in basal development, unlike mammalian DNMT3. In flies, InR and FOXO are known to control life span and fecundity^18–20^. Since a potential FOXO binding site has been found in a promoter region of DNMT3.1, core components like the FOXO signaling pathway which influence life history traits may be conserved and linked to DNMT3.1 as a downstream component. Functional analyses of DNMT3 orthologs in other pancrustaceans under stressed conditions including starvation will lead to a better understanding of the functions of this gene in the control of life history traits.

### Possible molecular function of DNMT3.1

Previously, a study in *Daphnia* has shown 115 genes with significantly hypermethylated regions under starved conditions in *D. magna*^51^. 

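The 8 genes of Supplementary Table S3 were tested here in the starved mutant against the starved wild type and against the nutrient-rich mutant. All 8 had a positive log2 fold change against the starved wild type, from 0.19 to 0.75, and in 7 of them (all but Dapma7bEVm005181t1) each mutant library lay above each wild-type library. This is not independent evidence, since the study chose the 8 for a fall in the starved wild type that the mutant did not show. The largest was that of Dapma7bEVm004172t1 (SHC SH2 domain-binding protein in the paper's table), with 5.57 ± 1.55 CPM (SD over 3 libraries) in the starved wild type, 9.36 ± 1.96 in the starved mutant. It had a log2 fold change of 0.75 (standard error 0.28, edgeR adjusted p = 0.169). The peroxisomal import receptor Dapma7bEVm000396t1 had 20.5 ± 2.56 and 30.2 ± 1.98 CPM and a log2 fold change of 0.56 (standard error 0.18, edgeR adjusted p = 0.114). The nuclear transport GTPase Ran (Dapma7bEVm002983t1) had 86.3 ± 6.27 and 98.4 ± 3.84 CPM and a log2 fold change of 0.19 (standard error 0.12, edgeR adjusted p = 0.481). By edgeR 0 of the 8 were called (2 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma-voom). Against the nutrient-rich mutant 7 of the 8 had a negative log2 fold change, and 0 were called by edgeR (4 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma-voom). Structural maintenance of chromosomes protein 2 (Dapma7bEVm003001t1), of the complex that compacts mitotic chromosomes, had a log2 fold change of -0.50 (standard error 0.17, edgeR adjusted p = 0.0560) in that comparison. Ran had a log2 fold change of -0.51 (standard error 0.12, edgeR adjusted p = 0.0163), which is under the minimum fold of 1.5. Without nutrient-rich mutant replicate 3, 2 of the 8 were called against the nutrient-rich mutant (Ran and Dapma7bEVm001440t1, HBS1-like protein). In that comparison the sign turned for Dapma7bEVm000396t1 without nutrient-rich mutant replicate 2, and for Dapma7bEVm004398t1 with library totals, with limma-voom and without that replicate. It also turned for Dapma7bEVm005181t1 with library totals, with limma-voom and without starved mutant replicate 1, and for Dapma7bEVm010768t1 with limma-voom and without nutrient-rich mutant replicate 2.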

Under the starved condition, of the 115, only 8 showed reduced expression in wild type but were de-repressed upon DNMT3.1 mutation (Supplementary Table S3). This result may suggest that DNMT3.1 does not have an important role in DNA methylation under starved conditions. Because DNMT3.1 mutation changed life history traits and expression patterns of 2770 genes under starved conditions, it might regulate gene expression globally although we could not exclude the possibility that DNMT3.1 controls master regulatory factors involved in starvation responses. In mice, both DNMT3A and DNMT3B function as a transcriptional repressor without catalytic activity in cultured cells^52^ In addition, catalytically inactive DNMT3B has been demonstrated to rescue the embryonic lethal phenotype of DNMT3B knockout mice^53^, suggesting that DNMT3B has a function independent of DNA methylation. Taken together, the DNMT3.1 mutant lacking a typical MTase domain and activity has lost the control of a large amount of genes differentially expressed under the starved conditions.

Among the potential DNMT3.1 target genes under starved conditions, we listed five notable genes including *INDY* (Table 2). *ftz-f1*, a competence factor for juvenile hormone (JH) activation, has essential roles in developmental regulation and various aspects of insect adult life^54, 55^. *Vtg1* encodes vitellogenin, a precursor of a major yolk protein^56^*,* and has been used as an indicator of fecundity^42, 57^. The downregulation of *Vtg* genes was consistent with the severe decrease of fecundity in mutants in response to the starved condition. *trypsin* encodes digestive protease in the gut of *D. magna*^58^ and has been listed as involved in starvation resistance gene in flies^59^.

Our study demonstrates the physiological function of DNMT3.1 in extending longevity and energy allocation to reproduction under starved conditions. Although DNMT3.1 lacks an evolutionarily conserved sequence of the MTase domain, it changes the global transcriptome in response to starvation. In the future, the gene regulatory mechanisms can be investigated not only by investigating DNA methylation but also by chromatin immunoprecipitation for the identification of direct targets of this protein. We anticipate that this work will contribute to understanding the molecular mechanisms underlying energy allocation in the ecologically important *Daphnia* species.

## Materials and methods

### Maintenance of *D. magna* strain and the DNMT3.1 mutant

The *Daphnia magna* strain (NIES clone) was obtained from the National Institute for Environmental Studies (NIES; Tsukuba, Japan) and cultured under laboratory conditions for many generations by using ADaM as the culture medium^60^. Briefly, for maintenance of this strain, 80 individuals were cultured in the 5 l ADaM medium and daily fed with 160 μl of 7 × 10^9^ cells ml^−1^ *Chlorella* (*Chlorella vulgaris*) algae. The mutant line was maintained similarly by culturing 40 individuals in 2.5 l ADaM medium and daily feeding with 80 μl of 7 × 10^9^ cells ml^−1^ *Chlorella* (*Chlorella vulgaris*) algae. These cultures were performed at 22–24 °C, under a light/dark photoperiod of 16/8 h.

### CRISPR/Cas9-mediated mutagenesis

Impairment of the DNMT3.1 gene was done with CRISPR/Cas9 technology by introducing a frameshift and premature STOP codon as described previously^28^. For the preparation of the *DNMT3.1-*targeting Cas9 RNPs, we purified Cas9 proteins as described elsewhere^61^. For the synthesis of the gRNA, DNA templates with the T7 promoter and target site (5′-GGAAGAGGTGTACGAACTCAAtgg-3′, protospacer adjacent motif shown in lowercase), was amplified by PCR^28^ and purified by phenol/chloroform extraction. These DNA fragments were used as templates for in vitro transcription with mMessage mMachine T7 Kit (Life Technologies, California, USA), followed by column purification with miniQuick Spin RNA columns (Roche diagnostics GmbH, Mannheim, Germany), phenol/chloroform extraction, ethanol precipitation, and reconstitution in DNase/RNase-free water (Life Technologies, California, USA). We incubated 2 μM gRNA with 1 μM Cas9 protein to generate Cas9 RNPs and injected them into parthenogenetic female eggs according to established procedures^62^. Accordingly, the eggs were collected from 2–3 weeks daphnids after ovulation and placed in an ice-chilled M4 medium containing 80 mM sucrose (M4-sucrose). Approximately 0.2 nL volume of the generated Cas9 RNPs were injected by using N_2_ gas pressure through a glass needle. After injection, to investigate the Cas9-induced mutations, G2 offspring were homogenized in 90 μL of 50 mM NaOH with zirconia beads. The lysate was heated at 95 °C for 10 min and then neutralized with 10 μl of 1 mM Tris–HCl (pH 7.5). This crude DNA extract was centrifuged at 12,000 rpm for 5 min and then used as a template in genomic PCR. The targeted genomic regions in the *DNMT3.1* locus were amplified by PCR with Ex Taq Hot Start Version (Takara, Japan) and the following primers; DNMT3.1-U-gD*NA* 5′-TCCGGGTCGTGGTACTCC-3′ and DNMT3.1-D-gD*NA* 5′-AGACAAGAAACGAGCAGGTGAATAG-3′. The PCR products were analyzed by polyacrylamide gel electrophoresis and DNA sequencing.

### Culture of *D. magna* under nutrient rich and starved conditions

Before culturing under starved conditions, in order to control for maternal effects, 40 *Daphnia* of each line were cultured in 2.5 l ADaM medium and daily fed with 1.5 × 10^9^ cells ml^−1^ *Chlorella* algae for at least 3 generations. Neonates from the third clutch were randomly assigned, transferred individually to a 50 ml conical tube containing 40 ml ADaM medium, and subjected to nutrient rich or starved treatments. Under the nutrient rich condition, 5.12 × 10^7^ cells were given to each daphnid daily. For starvation, daphnids were fed with the eightfold lower amounts of the algae. During culture, the medium was changed every day in order to avoid carbon (detrital) accumulation that could differentially affect resource availability. For life-history traits observation, 15 and 20 neonates were randomly collected from culture under nutrient rich and starved conditions, respectively. Under the nutrient rich condition, the body length of daphnids was measured on days 0, 4, 7, and 14. The clutch size was recorded by counting the number of offspring produced from the 1st to 3rd clutch. During culturing, due to handling, one wild type and one mutant were killed. Therefore, we recorded the life span of 14 individuals of wild types and mutants. For starvation experiments, the body length of daphnids was measured at the two more time points, day 18 and day 22, in addition to day 0, 4, 7, and 14. Clutch size was recorded from 1st to 5th clutch. In this treatment, we could record the life span of 20 individuals both from wild types and mutants. For expression analysis by quantitative real-time PCR and RNA-seq, 5 daphnids were also cultured individually in each condition until producing 2nd clutch (day 12). Eggs were removed before homogenization for RNA extraction. Each treatment was repeated 3 times for triplicates of sampling.

### Body length and growth rate analysis

To examine the effect of starvation on *D. magna* growth, we measured body length from the center of the eye to the base of the tail^63^ using a microscope and the ImageJ software (http://rsb.info.nih.gov/ij/). The growth rates of juvenile and adult daphnids were determined by using their body length on day 0–day 4 and day 4–day 14, respectively, and calculated as

$$g= \frac{ln{L}_{1}-ln{L}_{0}}{t}$$

according to a previous study, where *L*_1_ and *L*_0_ are the final and the initial body lengths, respectively, and *t* is the time in days from the first to final observation^64^.

### RNA extraction and cDNA synthesis.

To extract total RNA, 5 female adult daphnids were collected and briefly washed. Homogenization was performed with beads using a Micro Smash machine MS-100 (TOMY; Tokyo, Japan) in the presence of Sepasol-RNA I reagent (Nacalai Tesque Inc.; Kyoto, Japan). Total RNA was isolated according to the manufacturer’s protocol, which was followed by phenol/chloroform extraction. One μg of purified total RNA was converted into the first-strand cDNA with PrimeScript II Reverse Transcriptase (Takara, Japan) and random primers (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s recommended protocol.

### Expression analysis by quantitative real-time PCR

Total RNA purification and cDNA synthesis in adult samples treated with different food levels were performed as described above. PCR was performed using a Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, USA) with Mx3005P Real-Time PCR System (Agilent Technologies; CA, USA). In the presence of the appropriate primer pairs, real-time PCR amplifications were performed in triplicate at the following conditions: 2 min at 50 °C and 10 min 95 °C, followed by 40 cycles of 15 s at 95 °C and 1 min at 60 °C. Gel electrophoresis and dissociation curve analyses were performed to confirm the correct amplicon size and the absence of non-specific bands. The relative mRNA levels of juvenile samples and adult samples treated by different food levels were analyzed by normalization of the *DapmaDNMTs* transcript level to the transcript level of ribosomal protein L32^65^. The oligonucleotide sequences for qRT-PCR were used by the previous study^43^ and combined with *DapmaDNMT1* primers *(DapmaDNMT1*-forward 5′- GAAGATTCCCTTCTGCGCTATG -3′ and* DapmaDNMT1*-reverse 5′- CACGGGCTGAGAATAAGTGGT-3′).

### RNA sequencing

9 total RNA samples were extracted from triplicate samples of each of the three treatments (wild types in starved condition and mutants either nutrient rich or starved condition) were used for RNA-seq provided by Novogene service (Novogene (HK) Company Limited, based on Illumina NovaSeq platforms with paired-end 150 bp sequencing strategy (en.novogene.com). Before proceeding with the sequencing, all 9 samples passed the QC Criteria from the company and met the requirement of library construction. A summary of counted reads and percentage of total reads mapped is shown in Supplementary Table S2. In general, we obtained between 20 and 26 million reads for each sample and approximately 80% of reads could be mapped to a reference genome in *D. magna,* which is available from wFleaBase.org^66^.

### RNA-seq data analysis

Sequencing data from 9 libraries of the above samples were analyzed using CLC Genomics Workbench 12 (Qiagen) (accession number: GSE158129). The other 3 libraries of the triplicates from wild type in nutrient rich condition (accession number: GSE150821) had been prepared and sequenced elsewhere by the same methods including *Daphnia* culturing condition as in this study^67^. The *Daphnia magna* genome that is available from wFleaBase.org^66^ was used as a reference for mapping the reads. Mapping options were set at mismatch cost 2, insertion cost 3, depletion cost 3, length fraction 0.8, similarity fraction 0.8, expression value set to total counts. Differential expression analysis was performed with the ‘Transcriptomics Analysis’ toolbox, and comprised ‘experimental set-up’, where treatments pairs were analyzed with the option ‘All group pairs’. This setting uses the Wald test and reports the expression mean of each gene with a fold change between the treatment pair. Expression values were normalized using the options ‘by totals’ and ‘state numbers in read 1,000,000′. The normalized values were transformed using the “Add a Constant” set at the value ‘1′. In order to identify the differential expressed genes (DEGs) between a pair of treatments, Anova and Likelihood ratio test were performed on the transformed values for each mapped gene, and DEGs were filtered based on false discovery rate (FDR) *p*-value cutoff FDR *P* < 0.05 and fold change cutoff FC ≥ ∣1.5∣. k-Means clustering was performed by iDEP(v.9)^68^. A list of gene ID of DEGs merged counts was uploaded to iDEP and parameters for analysis were set following a previous study^69^. Accordingly, counts were filtered out by criteria of at least 0.5 counts per million in one of the samples and transformed by VST (variance stabilizing transform). Heatmap was visualized by blue-white-red color scheme and k-Means was clustered for all of the filtered genes by choosing 5 clusters. The gene ID from the *Daphnia magna* genome was annotated by NCBI homologs using Blast2GO features within OmicsBox 1.2.4^70^. The annotated genes in each cluster were examined for the enrichment of GO terms within the subsets of the assembled sequences via Fisher’s Exact Test executed within OmicsBox 1.2.4^71^.

### Statistics

Statistical analyses were conducted using statistical program R version 3.2.5^72^. Growth rate, clutch size, and median lifespan were analyzed by pairwise t-test and Student’s t-test with Welch’s correction. Fitted von Bertalanffy growth was performed by the “FSA” R package^73^. The boxplots were generated by “ggplot2” R package^74^. Kaplan Meier survival curves and log-rank test analysis were performed by the “survival” R package^75^. Two-way ANOVA and Fisher’s LSD test were performed by “agricolae” R package^76^. The level of significance was *P* < 0.05.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

# Supplementary material for: DNMT3.1 controls trade-offs between growth, reproduction, and life span under starved conditions in Daphnia magna
**Source:** Sci Rep. 2021 Apr 1;11:7326. doi: 10.1038/s41598-021-86578-4
**Supplement:** Supplementary file 3 — Supplementary Information 3.

**DNMT3.1 controls trade-offs between growth, reproduction, and life span under starved conditions in *Daphnia magna***

Nhan Duc Nguyen^1^, Tomoaki Matsuura^1^, Yasuhiko Kato^1^, Hajime Watanabe^1*^

# Supplementary Information

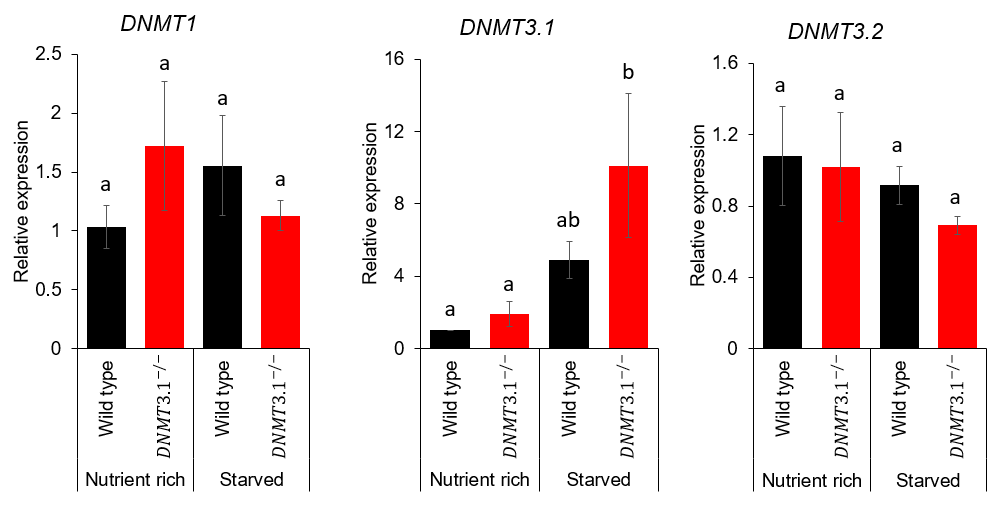

**Supplementary Figure S1.** **Relative expression of *DapmaDNMTs* in wild type and mutant under nutrient rich and starved condition** Relative expression of *DapmaDNMTs* in 12 days adults cultured in nutrient rich and starved conditions. Data were expressed as the mean fold change of starved wild type, nutrient rich and starved mutants with nutrient rich wild type as the calibrator. Normalization was performed using *Ribosomal protein L32* gene expression as the internal control. Error bars indicate the standard error of the mean (n = 3). Treatment with the different letter are significantly different (*P* < 0.05) identified by Fisher’s LSD test in multiple comparisons after two-way ANOVA.

G-GAAGAGGTGTACGAAC----TCAATGG

| | ||||| | #|| || |#||

GGCGTCGAATTGCTTTGTG--GAGGT---C-CACCTTGTC-AAGG

**a**

gRNA_DNMT3.1

*DapmaDNMT1*

gRNA_DNMT3.1 GGAAGAGGTGTACGA-ACTCAATGG

||||#|##|||| #| |#|||#|||

*DapmaDNTM3.2* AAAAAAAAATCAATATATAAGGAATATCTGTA-TATATTCA-TGG

**b**

**Supplementary Figure S2. Nucleotide sequences alignment of gRNA_DNMT3.1 against *DNMT* genes in *Daphnia magna* genome** Dash indicates gap of the alignment. Vertical bar indicates match. Hashtag indicates mismatch. The PAM site in the genomic sequences is highlighted in red text. (**a)** The alignment shows 12 gaps and 2 mismatches between the gRNA_DNMT3.1 and the genome sequence of *DNMT1 (Dapma7bEVm005001t1).* (**b**) The alignment shows 6 mismatches and 3 gaps between the gRNA_DNMT3.1 and the genome sequence of *DNMT3.2 (Dapma7bEVm011900t1).*

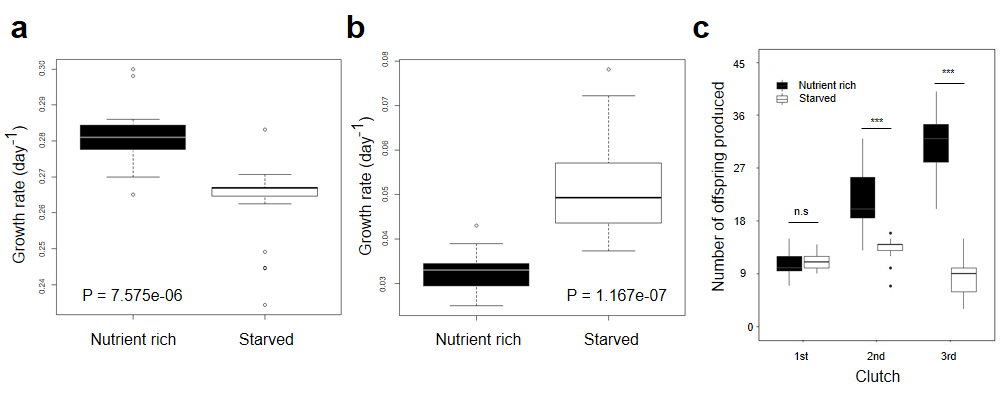

**Supplementary Figure S3. Growth rate and clutch size of wild type under nutrient rich and starved conditions** (**a**) Growth rate of wild types from day 0 to day 4 (growth phase), (**b**) Growth rate of wild types from day 4 to day 14 (growth and reproduction phase). (**a),** (**b**) Boxplot of the growth rate of 15 and 20 wild types cultured individually in nutrient rich and starved conditions, respectively. All boxplot whiskers extend to the highest and lowest values, and the boxes extended from quartile 1 to quartile 3, with the middle line showing the median. Significance was analyzed using the student’s t-test with Welch’s correction, P<0.05. (**c**) Boxplot of the clutch sizes of 15 and 20 wild types cultured individually in nutrient rich and starved conditions. Asterisks denote significant differences by student’s t-test with Welch’s correction; n.s., not significant; ****P* < 0.001. The figure was generated and statistically analyzed by R software ^1^ and ggplot2 package ^2^.

**Supplementary Table S1. Summary of two-way ANOVA for food level and line on the expression of *DNMT* genes.** The table was generated by R software ^1^ and agricolae package ^3^.

| **Gene** | **Source of variation** | **Df** | **SS** | **MS** | ***F*** | ***P*** |
| --- | --- | --- | --- | --- | --- | --- |
| *DNMT1* | FOOD (F) | 1 | 0.0037 | 0.00367 | 0.0092 | 0.9261 |
|  | LINE (L) | 1 | 0.0547 | 0.05467 | 0.1363 | 0.7216 |
|  | Interaction F × L | 1 | 0.9241 | 0.92408 | 2.3031 | 0.1676 |
| *DNMT3.1* | FOOD (F) | 1 | 109.324 | 109.324 | 8.3404 | **0.0202** |
|  | LINE (L) | 1 | 28.275 | 28.275 | 2.1571 | 0.1801 |
|  | Interaction F × L | 1 | 13.954 | 13.954 | 1.0645 | 0.3323 |
| *DNMT3.2* | FOOD (F) | 1 | 0.18253 | 0.182533 | 1.3241 | 0.2831 |
|  | LINE (L) | 1 | 0.06163 | 0.061633 | 0.4471 | 0.5225 |
|  | Interaction F × L | 1 | 0.0192 | 0.0192 | 0.1393 | 0.7187 |

Df, Degrees of freedom; SS, Single squares; MS, Mean squares. Significant effect is highlighted in bold (*P* ≤ 0.05)

**Supplementary Table S2. Summary of RNA-Seq reads**

| **Line** | **Condition** | **Replicate** | **Number of reads** | **% of total mapped** |
| --- | --- | --- | --- | --- |
| Wild type | Starved | 1 | 20,708,586 | 82.85 |
|  |  | 2 | 21,726,268 | 80.03 |
|  |  | 3 | 22,470,222 | 83.00 |
| *DNMT3.1^-/-^* | Nutrient rich | 1 | 24,195,222 | 80.14 |
|  |  | 2 | 25,194,166 | 80.48 |
|  |  | 3 | 23,052,612 | 80.93 |
| *DNMT3.1^-/-^* | Starved | 1 | 21,132,788 | 82.33 |
|  |  | 2 | 26,078,976 | 82.14 |
|  |  | 3 | 22,874,240 | 82.66 |

**Supplementary Table S3.** **Gene expression of a hypermethylated gene from wild type (WT) and mutant (MT) in starved conditions**

| **Gene ID** | **Gene name** | **DMR** | **WT** | **MT** |
| --- | --- | --- | --- | --- |
| Dapma7bEVm004172t1 | SHC SH2 domain-binding protein | Hypermethylated | Down | No |
| Dapma7bEVm010768t1 | Surfeit locus protein | Hypermethylated | Down | No |
| Dapma7bEVm003001t1 | Structural maintenance of chromosome 2 1 protein | Hypermethylated | Down | No |
| Dapma7bEVm005181t1 | conserved protein | Hypermethylated | Down | No |
| Dapma7bEVm004398t1 | Upstream stimulatory factor | Hypermethylated | Down | No |
| Dapma7bEVm000396t1 | Peroxisomal targeting signal 1 receptor | Hypermethylated | Down | No |
| Dapma7bEVm002983t1 | GTP-binding nuclear protein Ran | Hypermethylated | Down | No |
| Dapma7bEVm001440t1 | Eukaryotic peptide chain release factor gtp-binding subunit erf2 translation release factor 3 erf3 erf-3 | Hypermethylated | Down | No |

DMR: Differential methylated region reported in (58), No: no change; Down: Down-regulated; Up: Up-regulated

# References

1. RCore Team. R: A language and environment for statistical computing. (2016).
2. H. Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York (2016).
3. Filipe de Mendiburu. agricolae: Statistical Procedures for Agricultrual Research. *R package version 1.3-3.*( 2020). https://CRAN.R-project.org/package=agricolae

How the deposited data were processed for this re-analysis (not part of the article)

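RNA of whole female Daphnia magna was measured in 9 libraries, 3 from each of 3 groups (starved wild type, starved DNMT3.1 mutant, nutrient-rich DNMT3.1 mutant), with 5 daphnids pooled per library. The authors mapped the reads to the D. magna genome in CLC Genomics Workbench and deposited the raw count of reads per gene (total gene reads, not normalized) for 47109 features, which carry 42462 gene IDs, and 17265 of them a gene name. The RPKM values deposited beside the counts were made by the authors, and are not an exact rescaling of the counts (between libraries the log2 ratio of RPKM to count spread by 0.0225 to 0.0315 over features, as a scaled median absolute deviation). RPKM served here only to check the names of the count columns, of which 1 (nutrient-rich mutant replicate 1) is named differently in the 2 sets. Each count column went best with the RPKM column of its own library, whichever other library served as reference, and 0 per-sample columns were left unused. According to the paper, the authors scaled the values by library totals, added a constant, tested each pair of groups and kept genes at an FDR p-value under 0.05 and a fold change of at least 1.5. The deposited tables give the signed fold change and the FDR p-value of each gene the authors kept, with a positive sign for higher in the mutant. The table of the starved comparison holds 2770 features. That of the nutrient-rich comparison holds 220, of which 187 carry exactly the fold change and FDR p-value of the starved table and 33 carry other values, so its fold changes were not used.

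The deposited counts were tested in R 4.3.3 with edgeR 4.0.16. Features were kept by filterByExpr over the 3 groups (18675), scaled by TMM and tested by the quasi-likelihood F-test in 1 fit with group as a factor of 3 levels. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Where a gene ID had several features, the one with the highest mean count stands for the gene in lists and for named genes (17748 genes). Levels are in CPM (counts scaled to library size by TMM), and log2 CPM for the list tests had a prior count of 2. Fold changes of genes at 0 counts in a group were computed against a floor of 3 counts over that group and are lower bounds. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry, each adjusted over the 28 lists of a comparison. DESeq2 1.42.0 and limma-voom with sample quality weights served as other tools. The overlap of both comparisons was set beside 20 simulations of unchanged groups that share the starved mutant libraries and, added after the data were seen, beside lists of equal length from them.

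The median library held 9887900 counted reads in the starved wild type, 10318922 in the starved mutant and 10645114 in the nutrient-rich mutant. TMM factors were 1.01 to 1.06, 1.1 to 1.13 and 0.749 to 0.928, the lowest in nutrient-rich mutant replicate 2. The procedure was tested on simulated data of the same size with 100 genes changed 2-fold and 100 changed 4-fold. The changed genes were drawn from those with a mean of at least 5 CPM. Between simulated starved and nutrient-rich mutants 15% of the former and 80% of the latter were called, and 5 of the genes left unchanged among 18160 in all. Between simulated starved groups 7 unchanged genes were called. In such data most 2-fold changes were missed. The simulation took its spread from all 9 libraries, nutrient-rich mutant replicate 2 included, and changed few of the genes. It therefore does not give the share of 2-fold changes that 3 libraries per group can show in the real data.

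The 28 gene lists were defined by patterns on the gene names of the deposited table. They were yolk proteins, cuticle proteins, chitin metabolism and peritrophic matrix, DNA replication and mitosis, histones, digestive peptidases, lysosomal cathepsins, carbohydrate-digesting enzymes, lipases, lipid carriers, sugar and trehalose transporters, the SLC13 family, ABC transporters, moulting hormone receptors and ecdysteroid enzymes. Further lists were insulin signalling, juvenile hormone and methyl farnesoate, DNA methylation, haemocyte proteins (clotting, prophenoloxidase and lectins), haemoglobins, collagen, detoxification, heat shock proteins and chaperones, ferritins, cytosolic ribosomal proteins and oxidative phosphorylation, and markers of muscle, of neurons and the eye, and of the germ line and ovary. The 5 clusters of the paper were tested apart from them. The tests, thresholds, lists, the rule for named genes and the alternatives were set before the data were examined, except for those named as added or as chosen after the data were seen. The paper's tables, fold changes included, had been read when the lists and the rule were written. The rule names every gene the paper gives with an ID, all vitellogenins and the SLC13 list. It adds, for each comparison, the 10 called genes with the largest and the 10 with the smallest log2 fold change among those with an informative name, a mean of at least 5 CPM and no overlap between the libraries of both groups. For each list it adds up to 2 called members with the largest and 2 with the smallest log2 fold change at that mean, or the 2 with the highest mean where none was called. Which of the genes under the rule are printed was chosen after their values were seen.

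The alternatives were the 6 libraries of a comparison alone, DESeq2, limma-voom, RLE and upper quartile factors, library totals without factors, other filters (at least 0.5 CPM or at least 1 count in 1 library, a mean of at least 5 CPM), a fold of at least 2 or no minimum fold, the replicate number as a block, and leaving out each library of the compared groups. Added after the data were seen were the starved comparison without each nutrient-rich library, counts summed per gene ID, and a one-sided Fisher's exact test of GO biological process terms with at least 10 tested genes. Also tested were the other splits of the 6 libraries of each comparison into 3 against 3. Replicate numbers were taken as labels and not as pairs. The nutrient-rich wild type, whose libraries belong to another experiment, was not analysed here, so no interaction of genotype and food was tested. The RefSeq gene table matched 0 of the 42462 gene IDs and was not used. Values of RT-qPCR, methylation, survival and reproduction were not recomputed, since the files hold expression alone.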

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

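No test of this part was chosen after its result was seen. Starved mutants differed from nutrient-rich mutants in 4319 of 18675 tested features, 2078 higher and 2241 lower, a comparison for which the paper gives no gene count. Of these, 1551 were at least 2-fold higher and 1406 at least 2-fold lower, and 601 and 632 at least 4-fold. The 3 libraries of one group all lay on the same side of the other group's in 40.3% of all tested features, against 10% by chance. The balance of directions depended on the scaling. Library totals in place of TMM shifted the median of all genes by 0.355 and gave 3446 higher and 1138 lower, and upper quartile factors gave 2251 and 1807. The 6 libraries make 10 splits of 3 against 3, which cannot give a share under 0.05. The real split gave 4319 called features and the highest other split 0 (edgeR, with 219 to 2711 at an unadjusted p under 0.05 in the other splits), so 1 split of 10 gave a count as large. Of the 28 lists 14 passed camera in the real split and 12 in the highest other split, so again 1 split of 10 was as large. Between the starved groups the real split gave 1337 called features and the highest other split 0 (edgeR, with 82 to 709 at an unadjusted p under 0.05), and the lists that passed numbered 14 and 12. There too 1 split of 10 was as large for features and 1 for lists. Each other split mixed libraries of both groups, so a difference between the groups entered the spread and lowered the number called. The counts of 0 are therefore no estimate of what chance alone would give.

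Of the 1337 features called between the starved groups, 555 have no gene name in the deposited table, whereas the paper takes up annotated genes. The corresponding number between the starved and the nutrient-rich mutant was 1644 of 4319. What these features encode was not examined.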

How the results depend on the processing

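The settings without 1 nutrient-rich library for the starved comparison, the counts summed per gene ID and the GO test were chosen after the data were seen. Each genotype comparison value below refers to the starved groups unless the nutrient-rich mutant is named, and for each change except that with nutrient-rich mutant replicate 2 the cause was not tested. The 1337 called features became 2593 with the 6 libraries alone, 2117 with DESeq2 and 4181 with limma-voom, and 956 to 1519 with the other settings that keep all libraries (1036 with the replicate block, 1299 summed per gene ID). Without 1 library they were 515 to 2678 (651 and 515 without starved mutant replicates 2 and 3, 576, 592 and 752 without starved wild-type replicates 1 to 3, 2678 without nutrient-rich mutant replicate 2). The 4319 against the nutrient-rich mutant stayed within 1.5 times in every setting, from 2927 (without starved mutant replicate 3) to 6016 (limma-voom). The overlap of 1041 became 2626 with limma-voom and 437 to 1862 without 1 library (512 and 437 without starved mutant replicates 2 and 3, 506, 508 and 634 without starved wild-type replicates 1 to 3, 1862 without nutrient-rich mutant replicate 2), and otherwise 756 to 1537.

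With the 6 libraries alone, the members called were 212 in cluster A (45 otherwise), 242 in B (160), 345 in D (185) and 163 in E (101), and against the nutrient-rich mutant 3 in A (14) and 168 in D (258). DESeq2 gave 81 in A, 139 in C (80), 346 in D and 165 in E, and limma-voom 215 in A, 151 in C, 453 in D and 199 in E, with 103 in A against the nutrient-rich mutant. Library totals gave 71 in A, 52 in C and 114 in D, with 57 in A and 140 in D against the nutrient-rich mutant. The replicate block gave 26 in A. Against the nutrient-rich mutant A had 9 with at least 0.5 CPM in 1 library, 8 with at least 1 count in 1 library and 23 with upper quartile factors. Leaving out 1 library gave 9 to 220 in A, 60 to 242 in B, 19 to 122 in C, 46 to 363 in D and 52 to 167 in E, and against the nutrient-rich mutant 3 to 108 in A and 159 to 309 in D. The libraries behind these ranges are named where each cluster is described. Of the 3 DNMT genes (0 called by edgeR between the starved groups, 1 at an unadjusted p under 0.05), 1 was called with the 6 libraries alone, with DESeq2, with at least 1 count in 1 library and with library totals, 2 with limma-voom, and 0 to 1 without 1 library (1 without starved mutant replicate 1 or nutrient-rich mutant replicate 2). Of the 8 genes of Supplementary Table S3, 1 was called with limma-voom in each comparison, and 0 to 2 against the nutrient-rich mutant without 1 library (2 without its replicate 3; edgeR, 4 at an unadjusted p under 0.05 with all libraries).

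With an estimated correlation 0 of the 28 lists passed camera in each comparison (4 and 8 at an unadjusted p under 0.05) against 14 at the preset one, and otherwise 11 to 16 and 13 to 15. Among lists that had not passed, camera's direction turned at these medians. Against the nutrient-rich mutant these were DNA replication with library totals (0.21), limma-voom (0.23) and a mean of at least 5 CPM (-0.12), and chitin metabolism with the 6 libraries alone (-0.0452), DESeq2 (-0.10) and a mean of at least 5 CPM (-0.0485). They were also collagen with a mean of at least 5 CPM (0.0329), histones with at least 0.5 CPM (-0.19) and with library totals (0.19), lipases with DESeq2 (-0.24) and oxidative phosphorylation with library totals (0.27). Between the starved groups they were haemoglobins with at least 0.5 CPM (-0.12) and at least 1 count in 1 library (0.0697), insulin signalling with the 6 libraries alone (-0.0720) and a mean of at least 5 CPM (-0.0896), and juvenile hormone with limma-voom (-0.14). Without 1 library the medians were -0.38 to 0.17 for DNA replication, -0.21 to 0.00822 for chitin, -0.30 to -0.0741 for lipases and -0.32 to 0.23 for the germ line against the nutrient-rich mutant. Between the starved groups they were -0.26 to 0.00458 for haemoglobins, -0.12 to -0.0694 for insulin signalling and -0.0589 to 0.0766 for juvenile hormone.

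Of 85 called values of named genes, none was reversed in any setting run. This is little evidence of stability, since many of these genes were chosen for large fold changes in these same data. The calls lost numbered 4 with the 6 libraries alone, 3 with library totals, 7 with the replicate block and 0 (of 85, edgeR or the tool named) with DESeq2, limma-voom and RLE. They numbered 1 with upper quartile factors and with each other filter. Without starved mutant replicates 1 to 3 they were 1, 19 and 24, and of 49 between the starved groups 20, 19 and 12 without starved wild-type replicates 1 to 3. Without nutrient-rich mutant replicates 1 and 3 they were 1 and 2 of these 49, and 1 and 2 of the 36 against the nutrient-rich mutant. Among genes not called, the sign of the log2 fold change against the nutrient-rich mutant turned for Dapma7bEVm004398t1 with library totals (0.0299) and limma-voom (0.25), for Dapma7bEVm005181t1 with library totals (0.26) and limma-voom (0.0122) and for Dapma7bEVm010768t1 with limma-voom (0.10). Without 1 library the ranges were -0.00384 to 0.31 for Dapma7bEVm000396t1, -0.67 to 0.25 for Dapma7bEVm004398t1, -0.18 to 0.00680 for Dapma7bEVm005181t1 and -0.79 to 0.12 for Dapma7bEVm010768t1. The replicate block assumes pairs, but deviations of same-numbered libraries from their group means correlated at -0.104 to -0.00755 between the starved groups (other pairs -0.0913 to 0.15) and at 0.00728 to 0.177 in the mutant (other pairs -0.180 to 0.127). Unique gene reads were not run, since the deposited table gives total gene reads, and pseudocounts were not needed for counts. In data simulated at this depth with the spread of all 9 libraries, most 2-fold changes were missed. A gene not called may therefore still have changed (the 2593 called with the 6 libraries alone show how far the count moves).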

Differences from the paper's values

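The test without nutrient-rich mutant replicate 2 was chosen after the values were seen. The paper gives 2770 genes that differ between the starved mutant and the starved wild type, and edgeR called 1337 here at the same FDR and fold thresholds. Of the alternatives set before the data were examined, the 6 starved libraries alone (2593) and DESeq2 (2117) came within 1.5 times of the paper's count. The others did not, with 1330 for RLE factors, 1241 for at least 0.5 CPM in 1 library, 1519 for at least 1 count in 1 library, 1118 for a fold of at least 2, 1215 for library totals and 4181 for limma-voom. They gave 956 for a mean of at least 5 CPM, 1376 for no minimum fold, 1036 for the replicate block and 1224 for upper quartile factors. Leaving out starved mutant replicates 1 to 3 gave 1641, 651 and 515, and leaving out starved wild-type replicates 1 to 3 gave 576, 592 and 752. The setting without nutrient-rich mutant replicate 2, chosen after seeing the values, called 2678 and dropped 457 of the 2688 gene IDs of the paper's table. The number dropped was 1429 with all 9 libraries, 507 with the 6 starved libraries alone, 766 with DESeq2 and 181 with limma-voom. Called gene IDs outside that table numbered 360 without the replicate, 46 with all 9 libraries, 331 with the 6 libraries, 127 with DESeq2 and 1547 with limma-voom. Of the 2647 gene IDs of the table that were tested here, 2636 had the paper's sign.

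The paper lists epsilonTry (Dapma7bEVm010425t1) among the genes changed in the starved mutant. Here all 3 mutant libraries lay below all 3 wild-type libraries, but 41.2% of all tested features were separated in either direction. The gene's log2 fold change of -1.69 was not called by edgeR (adjusted p = 0.123). It was called with the 6 starved libraries alone (adjusted p = 0.0317), DESeq2 (0.0221), limma-voom (0.000583) and, chosen after seeing the values, without nutrient-rich mutant replicate 2 (0.0222), with 0.000583 to 0.366 over all 19 alternatives. The fold changes of the 5 genes of Table 2 lay within 1.5 times of the paper's. The authors' deposited starved table lists DNMT1 (Dapma7bEVm005001t1) as higher in the mutant (the paper's fold 2.16, not on the log2 scale), and here its log2 fold change of 1.1 was not called by edgeR (adjusted p = 0.0623). It was called with the 6 starved libraries alone (adjusted p = 0.0329), DESeq2 (0.0115), limma-voom (0.00162), library totals (0.0370), at least 1 count in 1 library (0.0493) and without starved mutant replicate 1 (0.0298). It was also called, chosen after seeing the values, without nutrient-rich mutant replicate 2 (0.0229), with 0.00162 to 0.240 over all 19 alternatives. The paper's RT-qPCR found no significant effect of line, food or their interaction on DNMT1. That ANOVA covered both lines in both food conditions, so it is not the same comparison as that of the starved groups.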

Other observations

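The GO test, the test of scaling for the cuticle genes, and the tests of depth and of a starved library for nutrient-rich mutant replicate 2 were chosen after the results were seen. Among genes of yolk, digestion, oxygen transport and protein synthesis more fell than rose from the nutrient-rich to the starved mutant. Of 18 yolk protein genes 13 fell (13 when adjusted over the list alone), with the median -1.95, limma camera adjusted p = 3.60e-08 (adjusted p = 0.0975 with an estimated correlation). The vitellogenin Dapma7bEVm020442t1 had a log2 fold change of -6.20 (standard error 0.39, edgeR adjusted p = 3.92e-05), and the copy Dapma7bEVm002960t1 one of -3.15 (standard error 0.27, edgeR adjusted p = 0.000129). Of 18 lipid carrier genes 9 fell (9 when adjusted over the list alone), with the median -2.20, limma camera adjusted p = 0.000187 (adjusted p = 0.0975 with an estimated correlation). Apolipoprotein D (Dapma7bEVm002061t1, log2 fold change -3.12, edgeR adjusted p = 0.000156) and a fatty acid-binding protein (Dapma7bEVm011089t1, log2 fold change -3.13, edgeR adjusted p = 0.000287) were among them. Of 10 haemoglobin genes, which encode the oxygen carriers of the blood, 5 fell (5 when adjusted over the list alone), with the median -1.44, limma camera adjusted p = 0.000187 (adjusted p = 0.166 with an estimated correlation). A hemoglobin (Dapma7bEVm011064t1) fell from 30.0 ± 9.87 to 0.595 ± 0.162 CPM, a log2 fold change of -5.63 (standard error 0.36, edgeR adjusted p = 3.92e-05), and a 2-domain hemoglobin (Dapma7bEVm015367t1) from 55.6 ± 16.2 to 3.02 ± 0.718 CPM, a log2 fold change of -4.20 (standard error 0.33, edgeR adjusted p = 9.36e-05). Of 107 digestive peptidase genes 10 rose and 38 fell (13 and 41 when adjusted over the list alone), with the median -0.61, limma camera adjusted p = 0.00228 (adjusted p = 0.688 with an estimated correlation). Trypsin alpha-3 (Dapma7bEVm010732t1) fell from 71.4 ± 41.1 to 1.69 ± 0.588 CPM, a log2 fold change of -5.41 (standard error 0.52, edgeR adjusted p = 0.000235). Of 71 carbohydrate-digesting enzymes 6 rose and 23 fell (9 and 26 when adjusted over the list alone), with the median -0.46, limma camera adjusted p = 0.000770 (adjusted p = 0.405 with an estimated correlation). Alpha-amylase (Dapma7bEVm004919t1), which splits starch, fell from 108 ± 21.0 to 8.58 ± 3.13 CPM, a log2 fold change of -3.66 (standard error 0.34, edgeR adjusted p = 0.000209), while trehalase (Dapma7bEVm005872t1, log2 fold change 2.03, edgeR adjusted p = 0.000132) and a glycoside hydrolase of family 7 (Dapma7bEVm029610t1, log2 fold change 2.00, edgeR adjusted p = 0.00363) rose. Of 81 cytosolic ribosomal protein genes 47 fell (49 when adjusted over the list alone), with the median -0.63, limma camera adjusted p = 1.02e-14 (adjusted p = 0.257 with an estimated correlation), among them RPL28 (Dapma7bEVm023344t1, log2 fold change -1.24, edgeR adjusted p = 0.00130). Of 21 heat shock and chaperone genes 10 fell (10 when adjusted over the list alone), with the median -0.67, limma camera adjusted p = 0.00224 (adjusted p = 0.0975 with an estimated correlation), among them the chaperone of the endoplasmic reticulum HSC70-3 (Dapma7bEVm003115t1, log2 fold change -1.36, edgeR adjusted p = 0.00118). Of 122 detoxification genes 10 rose and 38 fell (12 and 39 when adjusted over the list alone), with the median -0.40, limma camera adjusted p = 0.00194 (adjusted p = 0.405 with an estimated correlation), and of 60 ABC transporter genes 6 rose and 22 fell (7 and 23 when adjusted over the list alone), with the median -0.46, limma camera adjusted p = 0.00415 (adjusted p = 0.0975 with an estimated correlation). A UDP-glucuronosyltransferase (Dapma7bEVm005551t1), which conjugates foreign compounds, fell from 103 ± 18.6 to 3.21 ± 1.85 CPM, a log2 fold change of -4.99 (standard error 0.41, edgeR adjusted p = 0.000120). Juvenile hormone epoxide hydrolase 1 (Dapma7bEVm006245t1), which inactivates the hormone in insects, had 59.2 ± 7.63 CPM in the nutrient-rich mutant and 0 counts in both starved groups, at least 695-fold lower. In the exact test of GO terms the lower genes included proteolysis (116 of 390 genes, adjusted p = 1.55e-12), translation (43 of 104, adjusted p = 4.71e-09) and oxygen transport (8 of 15, adjusted p = 0.0108). In nutrient-rich mutant replicate 2 the median log2 level of these lists differed from that of replicates 1 and 3 by -0.01 (yolk), 0.07 (lipid carriers), -0.79 (haemoglobins), -0.47 (peptidases), -0.14 (carbohydrate), 0.22 (ribosomal), 0.44 (heat shock), -0.30 (detoxification) and -0.17 (ABC transporters). The lower haemoglobins numbered 8 without nutrient-rich mutant replicate 2, the lower ribosomal proteins 24 to 31 without 1 of starved mutant replicate 2 or nutrient-rich mutant replicate 2, and the lower heat shock genes 4 to 6 without 1 of starved mutant replicates 1, 2 or 3 or nutrient-rich mutant replicates 1 or 2 (with 1 higher without nutrient-rich mutant replicate 2). The lower carbohydrate-digesting enzymes numbered 14 without starved mutant replicate 3, and the lower detoxification genes 25 without starved mutant replicate 3. The higher genes numbered 6 without starved mutant replicate 3 among peptidases, 3 without 1 of starved mutant replicate 3 or nutrient-rich mutant replicate 1 among carbohydrate-digesting enzymes and 1 without nutrient-rich mutant replicate 1 among yolk proteins.

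Among genes of the cuticle, of insulin signalling, of neurons and the eye and of muscle more rose than fell in the starved mutant against the nutrient-rich mutant. Of 131 cuticle protein genes 50 rose and 16 fell (66 and 18 when adjusted over the list alone), with the median 1.63, limma camera adjusted p = 2.31e-08 (adjusted p = 0.0975 with an estimated correlation). Cuticular protein Dapma7bEVm018568t1 had a log2 fold change of 5.84 (standard error 0.55, edgeR adjusted p = 0.000209). Of 80 genes of neurons and the eye 31 rose and 2 fell (33 and 2 when adjusted over the list alone), with the median 0.63, limma camera adjusted p = 4.03e-06 (adjusted p = 0.211 with an estimated correlation). Opsin Rh6 (Dapma7bEVm003903t1), a light receptor, rose from 0.886 ± 0.700 to 7.13 ± 1.87 CPM, a log2 fold change of 2.97 (standard error 0.45, edgeR adjusted p = 0.00174). The exact test of GO terms gave phototransduction with 15 of 25 genes (adjusted p = 3.28e-08) and G-protein coupled receptor signaling pathway with 33 of 113 (adjusted p = 4.36e-08) among the higher genes. Of 20 muscle genes 6 rose (10, and 1 fell, when adjusted over the list alone), with the median 0.61, limma camera adjusted p = 0.00460 (adjusted p = 0.0975 with an estimated correlation), among them Troponin C (Dapma7bEVm012056t1, log2 fold change 1.33, edgeR adjusted p = 0.00273), the calcium sensor of muscle. Of 19 insulin signalling genes 9 rose (9 when adjusted over the list alone), with the median 0.80, limma camera adjusted p = 0.000846 (adjusted p = 0.0975 with an estimated correlation). Insulin receptor substrate 1 (Dapma7bEVm004503t1) rose, with a log2 fold change of 1.65 (standard error 0.14, edgeR adjusted p = 0.000129). Of the 14 genes matched to the SLC13 family 5 rose, 1 of them a MINDY deubiquitinase (6 when adjusted over the list alone), with the median 0.37, limma camera adjusted p = 0.0412 (adjusted p = 0.398 with an estimated correlation), and the median of the 9 members other than MINDY was 0.91. Eclosion hormone (Dapma7bEVm007374t1), which in insects triggers the shedding of the old cuticle, rose from 1.04 ± 0.665 to 38.4 ± 9.66 CPM, a log2 fold change of 5.15 (standard error 0.41, edgeR adjusted p = 9.42e-05), and a sodium-dependent amino acid transporter (Dapma7bEVm002214t1) from 3.77 ± 1.09 to 156 ± 30.6 CPM, a log2 fold change of 5.36 (standard error 0.25, edgeR adjusted p = 1.88e-05). With 0 counts in the nutrient-rich mutant, an epithelial chloride channel (Dapma7bEVm027630t1) was at least 234-fold higher, and the succinate dehydrogenase assembly factor SDHAF2 (Dapma7bEVm008624t1) at least 72.2-fold. In each called gene named in these descriptions of the starved against the nutrient-rich mutant the 3 libraries of one group all lay on the same side of those of the other. This held for 97.9% of all features called in that comparison, so it adds no support beyond the calls. The other 14 lists did not pass (limma camera adjusted p = 0.0936 to 0.930). With an estimated correlation 0 of the 28 passed camera (8 at an unadjusted p under 0.05), and fry passed 19. For none of the 14 lists that passed did camera's direction turn in the 16 alternatives run, and with library totals, RLE or upper quartile factors each of their medians kept its sign. The SLC13 call ended in 6 of them, with DESeq2, limma-voom, library totals, upper quartile factors, a mean of at least 5 CPM and without nutrient-rich mutant replicate 2 (adjusted p = 0.445, and 0.0151 to 0.484 over all 16), while limma camera placed the cathepsins lower in 6, among them those without starved mutant replicates 1, 2 or 3 or nutrient-rich mutant replicate 1 (adjusted p = 0.0167 to 0.0408, and 0.00551 to 0.261 over all 16). Without nutrient-rich mutant replicate 2 oxidative phosphorylation was also placed lower (adjusted p = 3.35e-05, and 3.35e-05 to 0.964 over all 16) and DNA methylation higher (adjusted p = 0.0473, and 0.0473 to 0.901 over all 16). In that replicate the median log2 level differed from that of replicates 1 and 3 by 0.38 (cuticle), -0.60 (neuron and eye), -0.26 (muscle), -0.38 (insulin signalling), -0.71 (SLC13), -0.50 (oxidative phosphorylation), 0.80 (DNA methylation) and -0.11 (cathepsins). The higher neuron and eye genes numbered 18 to 20 without 1 of starved mutant replicates 1, 2 or 3, and the lower ones 0 to 1 without 1 of starved mutant replicates 2 or 3 or nutrient-rich mutant replicate 3. The higher insulin signalling genes numbered 5 without nutrient-rich mutant replicate 3, and the lower ones 2 without nutrient-rich mutant replicate 2. There was 1 lower muscle gene without 1 of nutrient-rich mutant replicates 1 or 3, and 1 lower gene of the SLC13 list without nutrient-rich mutant replicate 2.

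The higher level of cuticle protein genes in the starved mutant than in the starved wild type showed in each starved library, with a mean log2 CPM over the list of 1.82, 1.66 and 2.12 in the starved wild type, 3.14, 3.43 and 3.45 in the starved mutant and 1.36, 2.34 and 2.17 in the nutrient-rich mutant. The TMM factors were too small to be its source, since the median log2 fold change of the list was 2.05 with library totals only and 1.95 with TMM. Library totals shifted the median of all genes by only 0.10 between these groups, so this test could hardly have come out otherwise. A candidate explanation that stays open is that the pooled daphnids of both groups were at different points of the moult cycle, since across called genes outside the list the log2 fold change correlated with the slope on the cuticle score at 0.174 among the 3 starved wild-type libraries and at 0.573 among the 3 starved mutant libraries, of which the second is over and the first under the 0.3 set for this explanation. It cannot be told apart from an effect of the genotype on the cuticle itself, because the sources used give the stage of all groups only as producing or releasing the second clutch (day 12), with no record of the moult itself, and a slope over 3 libraries is poorly known. The paper reports that the timing of molting did not differ between starved wild type and mutants, nor between food conditions in the wild type. Between the starved groups 5 of 23 moulting hormone receptors and ecdysteroid enzymes were higher in the mutant and 5 lower. Eclosion hormone had a log2 fold change of 3.11 between these groups. Such changes do not tell the moult cycle apart from an effect of the genotype.

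Nutrient-rich mutant replicate 2 enters the starved comparison through the filter, the scaling and the shared estimate of spread, and without it the called features rose from 1337 to 2678, against 1449 and 1183 without replicates 1 and 3 and 2593 with the 6 starved libraries alone. In that library 268 features, 135 of them with a gene name, were at least 4-fold higher than in both other libraries of its group and held 18.8% of its normalized counts, against at most 4.44% elsewhere. Tests argued against these features as the source, since 1392 were called without them. They also argued against a starved library under that label. The lowest correlation of replicate 2 with its own group was 0.893 and its highest with a starved library 0.872. Its total of 10645114 lies above the lowest of the other 8 libraries (9270993), which argues against a lower raw depth only. A lower depth of its remaining genes stays open. Its TMM factor was the lowest (0.749), and 24516 features had a read in it, against 26226 to 27996 in the others. The counts are in line with a wider spread of that library's group entering the shared estimate (2593 without the group), while a library from outside the 9, other handling of the sample or its reads (its counted total was 42.3% of the paper's number of reads, against 44.5% to 45.5% in the others), or daphnids in another physiological state, may account for the difference of the library itself, and none of these was tested. No biological explanation was tested, since the design gives no condition that sets this library apart.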
